# Purine nucleoside phosphorylase enables dual metabolic checkpoints that prevent T cell immunodeficiency and TLR7-associated autoimmunity

**DOI:** 10.1172/JCI160852

**Published:** 2022-08-15

**Authors:** Evan R. Abt, Khalid Rashid, Thuc M. Le, Suwen Li, Hailey R. Lee, Vincent Lok, Luyi Li, Amanda L. Creech, Amanda N. Labora, Hanna K. Mandl, Alex K. Lam, Arthur Cho, Valerie Rezek, Nanping Wu, Gabriel Abril-Rodriguez, Ethan W. Rosser, Steven D. Mittelman, Willy Hugo, Thomas Mehrling, Shanta Bantia, Antoni Ribas, Timothy R. Donahue, Gay M. Crooks, Ting-Ting Wu, Caius G. Radu

**Keywords:** Immunology, Metabolism, Autoimmune diseases, Immunotherapy, T cell development

## Abstract

Purine nucleoside phosphorylase (PNP) enables the breakdown and recycling of guanine nucleosides. PNP insufficiency in humans is paradoxically associated with both immunodeficiency and autoimmunity, but the mechanistic basis for these outcomes is incompletely understood. Here, we identify two immune lineage-dependent consequences of PNP inactivation dictated by distinct gene interactions. During T cell development, PNP inactivation is synthetically lethal with downregulation of the dNTP triphosphohydrolase SAMHD1. This interaction requires deoxycytidine kinase activity and is antagonized by microenvironmental deoxycytidine. In B lymphocytes and macrophages, PNP regulates Toll-like receptor 7 signaling by controlling the levels of its (deoxy)guanosine nucleoside ligands. Overriding this regulatory mechanism promotes germinal center formation in the absence of exogenous antigen and accelerates disease in a mouse model of autoimmunity. This work reveals that one purine metabolism gene protects against immunodeficiency and autoimmunity via independent mechanisms operating in distinct immune lineages and identifies PNP as a potentially novel metabolic immune checkpoint.

## Introduction

Nucleotide metabolism controls immune cell development and function through diverse mechanisms (1). The purine nucleoside adenosine is sensed by A2_A/B_ receptors, which mediate immunosuppressive effects in various immune cell lineages (2). Although much less studied, guanine nucleosides also appear to possess immunoregulatory properties, as indicated by the phenotypes linked to defects in their catabolism. Purine nucleoside phosphorylase (PNP) is an evolutionarily conserved enzyme that controls the levels of purine nucleosides (guanosine, inosine, and their deoxyribonucleoside analogs) by catalyzing their conversion to a purine nucleobase and (deoxy)ribose-1-phosphate (3). PNP deficiency is a rare autosomal recessive disease in humans associated with highly elevated serum guanosine (rG) and deoxyguanosine (dG) levels, profound T cell immunodeficiency, increased susceptibility to life-threatening recurrent infections, and autoimmunity (4–6). PNP deficiency is one of many immune abnormalities, not all of which involve altered metabolism, associated with immune deficiency and autoimmunity in humans.

It has been suggested that thymic T cell progenitors require PNP activity to prevent the toxic expansion of intracellular deoxyguanosine triphosphate (dGTP) pools derived from excessive dG salvage by nucleoside kinases (7, 8). However, the identity of the nucleoside kinase responsible for the first enzymatic step in the conversion of dG to dGTP in immature T cells lacking PNP activity is unknown, and either cytosolic deoxycytidine kinase (dCK) or mitochondrial dG kinase could enable this process (8). It is also unclear why PNP deficiency selectively affects T and not B lymphocyte development (4), even though PNP is expressed in both lineages (9).

PNP-deficient patients show not only T cell immunodeficiency but also various autoimmune phenotypes, including systemic lupus erythematosus, autoimmune hemolytic anemia, and systemic juvenile idiopathic arthritis with macrophage activation syndrome (5, 6). The hyperactive immune phenotypes of PNP insufficiency appear to be recapitulated in PNP-KO mice, which develop pancytopenia and massive splenomegaly, followed by premature death (8, 10). However, these mice only partially model the manifestations of PNP deficiency in humans and exhibit minor defects in thymopoiesis, while their T cell compartment is largely unaffected (8, 10). It is unclear why PNP inactivation severely affects T cell development in humans but not in mice.

PNP inactivation is paradoxically associated with both immunodeficiency and autoimmunity, but the mechanistic basis for these manifestations is undefined and whether they can be functionally uncoupled remains unknown. To address these gaps in knowledge, we systematically evaluated the immune lineage-dependent consequences of PNP deficiency using a transition state inhibitor that mimics the alterations in guanine nucleoside homeostasis associated with genetic PNP inactivation. Originally developed for the treatment of leukemia, autoimmune disorders, and gout, PNP inhibitors, such as forodesine and ulodesine, rapidly increase serum rG and dG levels by several orders of magnitude in humans and mice and are thereby ideal tools to dissect the functions of PNP in vitro and in vivo (11–13).

Here, we delineated the mechanism underlying the selective effect of PNP insufficiency on T cell development and establish critical roles for dCK and sterile alpha motif and HD domain-containing protein 1 (SAMHD1) in this process. By comparing the effects of PNP inhibition in WT and humanized mice, we uncovered a metabolic basis for the interspecies differences in how PNP insufficiency affects T cell development. Using single-cell transcriptomic and genetic approaches, we revealed a mechanism by which PNP functions to maintain immune tolerance. We showed that PNP inhibition promotes TLR7 activation in B cells and macrophages by increasing the levels of its (deoxy)guanosine nucleoside ligands. We found that chronic PNP inhibition in mice stimulates germinal center formation in secondary lymphoid tissues in the absence of exogenous antigen and accelerates disease in a model of systemic autoimmunity.

Collectively, our findings demonstrate that PNP protects against both immunodeficiency and autoimmunity via hitherto unknown and independent mechanisms operating in distinct immune lineages. They further suggest potentially new approaches to treat PNP insufficiency in humans and identify PNP as a possibly novel metabolic immune checkpoint amenable to pharmacological modulation.

## Results

### dCK and SAMHD1 mediate the selective lethality of PNP deficiency.

To investigate how PNP inhibition affects human thymopoiesis, we utilized the artificial thymic organoid (ATO) model (14) supplemented with dG and a highly selective and potent PNP inhibitor (PNPi; ulodesine) that rapidly increases serum dG in mice from undetectable levels to 5–20 μM (Supplemental Figure 1A; supplemental material available online with this article; https://doi.org/10.1172/JCI160852DS1), a range similar to that previously observed in PNP-deficient mice and humans (14). In this system, human cord blood–derived hematopoietic stem and progenitor cells (HSPCs) are cultured in defined media as semidry 3D organoids alongside Notch ligand–expressing bone marrow stromal (MS5-hDLL4) cells, which stimulate HSPC differentiation along a developmental trajectory mirroring human thymopoiesis (Figure 1A). Pharmacological PNP inhibition blocks dG catabolism in both stromal and HSPC cell compartments, thereby mimicking dG accumulation in thymi from PNPi-treated mice (Supplemental Figure 1B). To investigate whether dCK plays a role in mediating the effects of PNPi and dG, we used a highly selective and potent dCK inhibitor developed by our group [(*R*)-DI-87; dCKi] (15). After 5 weeks of culture, most T cell precursors in control ATOs progressed from the CD4/CD8 double-negative (DN) to the CD4/CD8 double-positive (DP) stage (Figure 1B). PNP inhibition triggered a developmental block, evidenced by DN cell accumulation, depletion of DP thymocytes, and an approximately 60% decrease in ATO cellularity (Figure 1B and Supplemental Figure 1C). Concomitant dCK inhibition completely rescued the inhibitory effects of PNPi/dG, indicating that this response requires a functional dCK-dependent nucleoside salvage pathway (Figure 1B and Supplemental Figure 1C).

PNP is expressed across immune lineages (9), but PNP deficiency is associated with T cell immunodeficiency (4). To investigate the metabolic mechanisms responsible for this selective effect, we used T cell acute lymphoblastic leukemia (T-ALL) cells, which are derived from immature T cells and have been shown to be highly susceptible to dG-induced toxicity, alongside B-ALL, peripheral T cell lymphoma (PTCL, derived from mature T cells), and acute myeloid leukemia (AML) cells (16, 17). Similar to our findings using primary human thymocytes (Figure 1B), T-ALL cells were sensitive to PNPi/dG in a dCK-dependent manner (Figure 1C). In contrast, B-ALL, AML, and PTCL cells were uniformly resistant (Figure 1C). Furthermore, PNPi/dG did not impair the proliferation of primary murine CD4^+^ or CD8^+^ T lymphocytes activated ex vivo (Supplemental Figure 1D). To determine whether impaired dCK activity underlies innate resistance to PNPi and dG in non-T-ALL lines, we employed an liquid chromatography–tandem mass spectrometry–multiple reaction monitoring (LC-MS/MS-MRM) approach developed by our group (18) to simultaneously evaluate the contributions of dCK-dependent salvage and ribonucleotide reductase–dependent (RNR-dependent) de novo biosynthesis to DNA replication using [^15^N_3_]-labeled deoxycytidine ([^15^N_3_]dC) and [^13^C_6_]glucose, respectively (Supplemental Figure 1E). All tested leukemia and lymphoma cells were capable of utilizing [^15^N_3_]dC for DNA synthesis, indicating that they possess a functional dCK-dependent salvage pathway (Supplemental Figure 1E). Therefore, dCK activity is required but not sufficient for PNPi/dG-mediated lethality.

We reasoned that the activity of other purine metabolism-related genes could dictate sensitivity to PNPi/dG. By examining the expression of such genes across PNPi/dG-sensitive T-ALL versus resistant B-ALL models, we observed that the deoxyribonucleotide triphosphohydrolase SAMHD1 was expressed at low levels in the majority of cancer cell line encyclopedia–annotated (CCLE-annotated) T-ALL lines relative to B-ALL lines (Figure 1D and Supplemental Figure 1F) (19). Analysis of SAMHD1 expression in T-ALL cells versus B-ALL cells included in PRoXe, a public repository of patient-derived leukemia cells (https://www.proxe.org/), revealed a similar pattern, with most T-ALL cells lacking detectable SAMHD1 expression, and the majority of B-ALL cells expressing SAMHD1; dCK was expressed at similar levels in T-ALL cells and B-ALL cells (Supplemental Figure 1G). Moreover, DN murine and human thymocytes, which are sensitive to PNPi/dG, express much lower levels of SAMHD1 than PNPi/dG-resistant mature CD4^+^ and CD8^+^ single-positive T cells (Figure 1E and Supplemental Figure 1H) (20). In contrast, SAMHD1 expression was detectable throughout B cell development (Supplemental Figure 1H), which is largely unaffected by PNP deficiency (4, 21).

To confirm that SAMHD1 protects against PNPi/dG mediated toxicity, we restored SAMHD1 expression in CCRF-CEM (CEM) T-ALL cells (Supplemental Figure 1I) (22). In SAMHD1-deficient CEM-YFP cells, PNPi/dG abolished proliferation and induced markers of replication stress (CHEK1-S345 phosphorylation), DNA damage (H2A.X-S139 phosphorylation), and apoptosis (annexin V), while SAMHD1-expressing isogenic cells were completely resistant (Figure 1F and Supplemental Figure 1, J and K).

SAMHD1 catalyzes the phosphohydrolysis of deoxyribonucleoside triphosphates (dNTPs) to nucleosides and is a critical regulator of intracellular dNTP abundance (23). To evaluate the effects of PNPi/dG and dCKi on dNTP pools and DNA replication on SAMHD1-proficient and -deficient cells, we performed LC-MS/MS-MRM tracing of stable isotope-labeled glucose ([^13^C_6_]glucose)- and dG ([^15^N_5_]dG)-derived metabolites. As depicted schematically in Figure 2A, dGTP isotopologue fractional enrichment delineates the biosynthetic route by which it was derived, either by de novo synthesis from glucose via RNR (identified by [^13^C_5_]dGTP) or by salvage of intact dG via dCK (identified by [^15^N_5_]dGTP). This approach also traces the contribution of guanine nucleobases liberated from dG by PNP to dGTP pools via hypoxanthine phosphoribosyltransferase–mediated (HPRT-mediated) fusion with glucose-derived phosphoribosyl pyrophosphate (identified by [^15^N_5_,^13^C_5_]dGTP). In SAMHD1-proficient cells, PNPi prevented HPRT-dependent guanine nucleobase salvage, but RNR-dependent de novo synthesis fully compensated for this defect and sustained DNA synthesis (Figure 2B). In SAMHD1-deficient cells, PNPi massively expanded the dGTP pool derived from dCK-mediated salvage of intact [^15^N_5_]dG. This effect was blocked by dCKi, substantially reduced in CEM-SAMHD1 cells, and absent in NALM6 (B-ALL) and HUT78 (PTCL) cells, which endogenously express SAMHD1. In PNPi-treated SAMHD1-deficient cells, dGTP pool expansion was associated with inhibition of DNA replication. PNPi impaired pyrimidine dNTP synthesis in these cells, as evidenced by a restriction of dCTP abundance, decreased de novo dCTP production, and reduced dCTP utilization for DNA replication (Figure 2C). Mechanistically, the restriction of dCTP pools by PNPi/dG in SAMHD1-deficient cells likely reflects a dGTP-mediated allosteric switch in RNR substrate specificity that favors ADP reduction at the expense of CDP reduction (24).

Next, we determined whether the synthetic lethal interaction between PNP and SAMHD1 inactivation extends to solid tumors. HCC827 lung adenocarcinoma cells exhibited the lowest SAMHD1 expression among CCLE-annotated solid tumor cells (Supplemental Figure 2, A and B) and were highly susceptible to PNPi/dG in a dCK-dependent manner (Supplemental Figure 2C). Restoring SAMHD1 expression in HCC827 cells rendered them completely resistant to PNPi/dG-mediated toxicity (Supplemental Figure 2, B and C). Conversely, knocking out SAMHD1 in SUIT2 pancreas cancer cells rendered them hypersensitive to the dCK-dependent lethality of PNPi/dG (Supplemental Figure 2, B and C). As SAMHD1 expression was undetectable in a subset of CCLE melanoma cell lines (Supplemental Figure 2A), we extended our analysis to a panel of melanoma cell lines derived at UCLA. We identified 2 lines (M230 and M418) in which SAMHD1 expression was undetectable both at baseline (Supplemental Figure 2E) and after type I IFN (IFN-β) treatment; in contrast, SAMHD1 was expressed at baseline in M297, M257, and M296 lines and was further increased by IFN-β exposure (Supplemental Figure 2F), consistent with SAMHD1 being an IFN-stimulated gene (25). PNPi/dG elicited dCK-dependent proliferation inhibition in SAMHD1-deficient M230 and M418 cells, while having no effects against SAMHD1-proficient M297 cells (Supplemental Figure 2G). In summary, these findings identify critical roles for dCK and SAMHD1 as mediators for the cellular lethality of PNP inactivation in both lymphocyte and nonlymphocyte models.

### Metabolic basis for interspecies differences in the effect of PNP deficiency on T cell development.

PNP-KO mice manifest minor alterations in T cell development and fail to recapitulate the severe T cell immunodeficiency observed in humans with inactivating mutations in PNP (8, 26). Consistent with prior studies in PNP-KO mice, but in contrast to our data in the human ATO system (Figure 1B), we did not observe alterations in thymocyte developmental stage distribution in C57BL/6 mice treated with PNPi for 2 weeks (Figure 3A). To investigate a potential metabolic basis for this interspecies difference, we used 2 orthogonal approaches. First, we examined the effects of PNP inhibition on thymopoiesis in a bone marrow, liver, thymus–humanized (BLT-humanized) mouse model generated by engrafting human fetal liver and thymic fragments under the renal capsule and intravenously delivering hematopoietic stem cells into immunodeficient NOD/SCID IL2Rg^null^ (NSG) or triple-KO (TKO; lacking RAG2, CD47, and X-linked IL2RG) mice (27). As shown in Figure 3B, PNP inhibition significantly impaired human T cell development in the mice, as evidenced by a CD4/CD8 DN-stage developmental block. which resembles the phenotype observed in the ATO system (Figure 1B). Second, we evaluated the effects of (a) conditioned media (CM) derived from murine (MS5) or human (HS5) bone marrow mesenchymal stromal cell lines, (b) CM from murine bone marrow–derived macrophages (BMDMs), and (c) C57BL/6 mouse sera on PNPi/dG response in SAMHD1-deficient CEM cells (Figure 3C). Strikingly, MS5 and BMDM-derived CM as well as mouse sera completely rescued PNPi/dG-induced lethality, while HS5-derived CM lacked such protective effects (Figure 3D).

Together, these data suggest the existence of a soluble factor that renders SAMHD1-deficient thymocytes and T-ALL cells resistant to PNPi/dG. This factor is present in sera from C57BL/6 mice and CM from murine bone marrow stromal cells and BMDMs but not in sera from humanized mice or CM from human bone marrow stromal cells. We focused on nucleosides as potential resistance factors, as previous work by us and others has shown that stromal cells release these metabolites (25, 28). LC-MS/MS-MRM analyses revealed that resistance-conferring MS5 CM contained substantially more nucleosides uridine, cytidine, and deoxycytidine (dC) than the HS5 CM (Figure 3E and Supplemental Figure 3A). dC emerged as the most plausible resistance factor, given that both dC and dG are salvaged via dCK. dC, however, is the preferred dCK substrate, as indicated by the specificity constant (K_cat_/K_M_) values 23.1 × 10^3^ and 2.9 × 10^3^ for dC and dG, respectively (29). dC levels were also elevated in the resistance-conferring CM from BMDMs (Figure 3E). Consistent with a role for dC in mediating PNPi response in vivo, serum dC levels in BLT mice were significantly lower than in naive NSG mice or C57BL/6 mice and approached levels measured in humans and nonhuman primates (Figure 3F) (30). Moreover, humanized mouse sera exhibited significantly increased dC degradation capacity compared with naive NSG sera (Figure 3G), suggesting an important role for catabolism in regulating dC serum levels.

To confirm a role for dC catabolism in modulating responses to PNPi/dG, we used the dC-catabolizing enzyme cytidine deaminase (CDA). The addition of recombinant CDA abrogated the resistance to PNPi/dG conferred by dC, MS5/BMDM-derived CM, and C57BL/6 mouse serum (Figure 4A and Supplemental Figure 3B). Similar effects were observed using SAMHD1-deficient CEM and HCC827 cells engineered to stably express CDA (Supplemental Figure 3C). dC supplementation abrogated PNPi/dG lethality in parental cells but ectopic CDA expression prevented this rescue (Figure 4B and Supplemental Figure 3D).

We performed [^13^C_6_]glucose, [^15^N_5_]dG, and [^15^N_3_]dC tracing and LC-MS/MS analysis in CEM-YFP or CEM-CDA cells to gain additional mechanistic insight into the interplay between dC and CDA in modulating PNPi/dG-mediated toxicity (Figure 4C and Supplemental Figure 3E). Ectopic CDA expression resulted in the depletion of [^15^N_3_]dC from the media (Supplemental Figure 3F). PNPi expanded the dGTP pool derived from [^15^N_5_]dG salvage and depleted intracellular dCTP only in CEM-CDA cells and had no effect in the parental cells in the presence of dC (Figure 4C). This indicated that dC blocks the entry of dG into dGTP pools via dCK and thereby acts as an endogenous inhibitor of PNPi/dG-mediated lethality.

To investigate whether increasing CDA levels in vivo sensitizes SAMHD1-deficient cells to PNPi, we established CEM-YFP control and CEM-CDA bilateral subcutaneous tumors in NCG mice and initiated PNPi treatment once tumor volumes reached 100 mm^3^ (Figure 4D). PNPi treatment eradicated CEM-CDA tumors, while CEM-YFP tumors grew unchecked (Supplemental Figure 3G). LC-MS/MS-MRM analyses of tumor interstitial fluid dG and dC levels showed that PNPi increased dG levels while CDA expression significantly reduced dC levels (Figure 4E). Collectively, these findings indicate that elevated dC levels in mice relative to humans or humanized mice engender resistance to the synthetic lethality between PNP and SAMHD1 and suggest that humanized mice are a suitable model for the metabolic alterations induced by PNP deficiency during T cell development.

### PNP inhibition in mice induces immune activation phenotypes.

In addition to T cell immunodeficiency, loss of PNP function associates with various autoimmune and inflammatory phenotypes in humans (5). Moreover, PNP-KO mice exhibit phenotypes indicative of hyperimmune activation, such as splenomegaly (8, 10). Consistently, pharmacological PNP inhibition in C57BL/6 mice for 2 weeks induced a significant increase in spleen size (Figure 5A). This effect occurred independently of dCK activity and was not accompanied by alterations in spleen cellular composition (Figure 5B).

To elucidate the mechanism responsible for this phenotype, we first determined whether acute PNP inhibition in C57BL/6 mice alters serum levels of cytokines associated with immune activation. A single administration of PNPi was sufficient to induce multiple cytokines and chemokines (Figure 5C). In particular, we noted a robust increase in IL-6, an inflammatory cytokine linked to autoimmunity and inflammation in mice and humans (31, 32). To identify the source(s) of IL-6 in PNPi-treated mice, we measured *Il6* transcript levels across multiple tissues and found that the spleen exhibited the greatest fold increase in *Il6* transcripts, followed by the lymph nodes and the thymus (Figure 5D).

To further investigate the effects of acute PNP inhibition, we performed single-cell RNA-Seq (scRNA-Seq) analysis of splenocytes isolated from vehicle- and PNPi-treated mice. Integrated uniform manifold approximation and projection (UMAP) of splenocytes from control and treated mice identified 23 unique clusters encompassing all major immune cell lineages (Figure 5E). The most profound transcriptional alterations induced by PNP inhibition were observed within an expanded B2 cluster, which corresponds to activated CD19^+^ B cells, and within the CSF1R^+^ macrophage cluster (Figure 5F and Supplemental Figure 4A). Ontological analysis of genes significantly altered by PNPi revealed enrichment of pattern recognition receptor (PRR) signaling–driven NF-κB–mediated cytokine responses and IFN regulatory factors/IFN response signatures across CD19^+^ B cell and CSF1R^+^ macrophage clusters (Figure 5G and Supplemental Figure 4B). PNPi additionally stimulated Myc and E2f transcription factor–regulated responses associated with proliferation in cluster B2 cells (Figure 5G). Furthermore, PNP inhibition stimulated NF-κB–regulated cytokine transcripts, including *Tnf*, *Il10*, and *Il6* in B cells, alongside *Tnf*, *Il1b*, and IFN-response biomarker *Cxcl10* in macrophages (Figure 5H). These findings indicate that, in addition to its positive role in T cell development, PNP functions in the periphery as a negative regulator of immune activation initiated by PRR signaling. These immune functions of PNP are likely mediated by different mechanisms involving distinct gene interactions.

### PNP controls TLR7 at the level of guanosine ligand availability.

Recent studies of TLR7 and TLR8 activation mechanisms provide potential clues about how PNP may function as a negative regulator of PRR activation (33, 34). TLR7 activation requires binding of single-stranded RNA (ssRNA) containing a nonterminal uridine residue to “site 2” followed by binding of a guanine nucleoside to “site 1” (33). Dual ssRNA/guanine nucleoside binding initiates TLR7 dimerization, activation of downstream signaling, and transcriptional initiation of cytokine responses. We reasoned that PNP inactivation could initiate TLR7 signaling by increasing the levels of “site 1” ligands. Consistent with this model, acute inhibition of PNP in mice substantially increased guanine nucleoside levels in the spleen and lymph nodes, which correlated with the observed induction of IL-6 (Figure 6A).

To investigate a role for PNP as a negative regulator of TLR7, we utilized TLR7-expressing BMDMs stimulated with combinations of TLR7 site 1 (dG and rG) and site 2 (21-mer poly-uridine RNA complexed with DOTAP [polyU]) ligands with or without PNPi. Both dG and rG induced *Il6* expression in PNPi- and polyU-treated BMDMs (Figure 6B). PNP inhibition was required for the ability of guanosine nucleosides to induce IL-6 expression in polyU-treated BMDMs (Figure 6B). In BMDMs, PNPi and guanosine nucleosides were also essential for the ability of various polyU concentrations to induce *Il6* expression (Supplemental Figure 5A) and phosphorylation of downstream TLR7 signaling mediators, IKKβ, IκBα, and NF-κB (Supplemental Figure 5B). Inhibition of TAK1, IRAK4, or IKKβ, the kinases responsible for propagating TLR7 signaling, restricted *Il6* induction upon PNPi+dG/rG+ssRNA treatment (Supplemental Figure 5C). While polyU induced *Ifnb1* in expression in BMDMs in a dose-dependent manner, PNPi and guanine nucleosides significantly increased this response at all examined polyU concentrations (Supplemental Figure 5D). PNP inhibition also modulated ssRNA recognition in other TLR7-expressing immune cells. In FLT3-differentiated bone marrow–derived dendritic cells, PNPi+dG/rG significantly potentiated polyU-induced *Il6* expression (Supplemental Figure 5E). In primary murine B cells, PNPi+dG/rG induced *Il6* expression independently of polyU (Supplemental Figure 5E), indicating that these cells contain sufficient amounts of endogenous ssRNA to initiate TLR7 signaling in the presence of elevated levels of site 1 guanosine ligands.

Next, we used genetic approaches to unequivocally demonstrate that PNP inhibition triggers TLR7 activation. Chronic TLR7 signaling in mice is associated with reductions of B cell numbers in peripheral blood and expansion of myeloid cell populations (35). Consistently, PNPi treatment in mice restricted circulating B220^+^ B cells while expanding CD11b^+^ and CD11c^+^ myeloid populations (Figure 6C). Genetic inactivation of MyD88, an essential TLR7 signaling adaptor, prevented these alterations. Additionally, we observed that (a) increases in serum IL-6 and TNF-α by PNPi were abrogated in Tlr7-KO mice (Figure 6D), (b) PNPi+dG/rG did not induce *Il6* expression in polyU-transfected Tlr7-KO BMDMs or B cells (Figure 6E), and (c) PNPi+dG/rG induced phosphorylation of downstream TLR7 effectors IKKα/β and NF-κB p65 alongside polyU only in TLR7-expressing BMDMs (Figure 6F).

Collectively, these findings suggest a model in which PNP regulates TLR7 activation by restricting the availability of site 1 guanosine ligands in endolysosomes (Figure 6G). PNP inactivation stabilizes guanosine nucleosides, thereby facilitating their transit to endolysosomes.

### Unique transcriptional responses to PNPi-stabilized guanosine nucleosides and imidazoquinolines.

Imiquimod (R837) and resiquimod (R848) are synthetic imidazoquinoline TLR7 site 1 ligands that bind independently of ssRNA (33). 

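Bone marrow–derived macrophages (BMDMs), which are grown in culture from the bone marrow of mice, were treated for 4 hours in 5 groups with 2 libraries each. The groups received vehicle, 5 μg polyU, PNPi+dG/rG, PNPi+dG/rG+polyU or 1 ng/mL R848. PolyU is a synthetic ssRNA made of uridines and was complexed with DOTAP, a lipid that carries RNA into endosomes. PNPi+dG/rG was 1 μM ulodesine, an inhibitor of PNP, with 5 μM deoxyguanosine and 5 μM guanosine. Libraries were made from mRNA with the strand kept and sequenced on a HiSeq 3000 in reads of 50 bp.

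The authors mapped the reads to the mouse genome GRCm38 with STAR, counted reads on the genes of Ensembl release 97 and deposited 1 value per gene and library in CPM, which are read counts scaled to the same total in every library, with an offset of 0.0001 added to every value. The table holds 55573 genes in 10 libraries. Without the offset, low values rise in equal steps within a library, each worth 1 read, so the number of reads on genes could be worked out. It was 17820950 and 17798370 in the libraries treated with vehicle, 17598254 and 17208178 with polyU, and 38392591 and 37402321 with PNPi+dG/rG. It was 14128124 and 14214913 with PNPi+dG/rG+polyU, and 18831297 and 32659501 with R848. A gene with 3 reads, taken as the least that a library can show, has between 0.0781 CPM in the deepest library and 0.212 CPM in the shallowest. These limits cover counting error only.

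The log2 CPM values of the libraries of a group correlated with r between 0.995 and 0.997 across genes, which are not independent replicates. Among genes with at least 50 reads in the pair, between 15.8% and 26.3% differed beyond the 5% level of a chi-square test on the reads, so no pair differed by sampling noise alone. Each library was counted as a replicate because its label calls it one, since this test cannot tell separate cultures from repeated preparations of 1 culture. The most abundant gene took between 1.36% and 3.71% of the reads of a library.

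Differences were tested with limma on log2 of the deposited values, in one model of all 10 libraries, with Benjamini-Hochberg adjustment over the 11978 genes that had at least 1 CPM in at least 2 libraries. In this scale a gene with 0 reads in a library sits at the offset, which stretches its log2 fold change and its standard error. A fold against a group whose libraries have 3 reads or fewer is therefore given as a lower bound computed against that limit. The culture, treatment and library dates of the groups are not used here, so a difference in handling between groups cannot be told apart from treatment.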

To determine if transcriptional alterations triggered by PNPi with guanosine nucleosides overlap or diverge from those elicited by synthetic TLR7 ligands, we performed RNA-Seq analysis of BMDMs, following acute stimulation with PNPi+dG/rG, polyU, PNPi+dG/rG+polyU, or R848. 

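Against vehicle, polyU changed 478 genes at least 2-fold at an adjusted p-value under 0.05 from limma. Of these, 385 were higher and 93 were lower. PNPi+dG/rG without polyU changed 9 genes, 8 of them higher. In that comparison 1076 genes had an unadjusted p-value under 0.05, and 6 of the 9 changed genes had 0 reads in both libraries of vehicle. PNPi+dG/rG+polyU changed 2685 genes, with 973 higher and 1712 lower. R848 changed 4698 genes, with 1065 higher and 3633 lower. PNPi+dG/rG+polyU and R848 differed from each other in 2481 genes, of which 2019 were higher with PNPi+dG/rG+polyU and 462 were higher with R848.

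**Figure D1:**
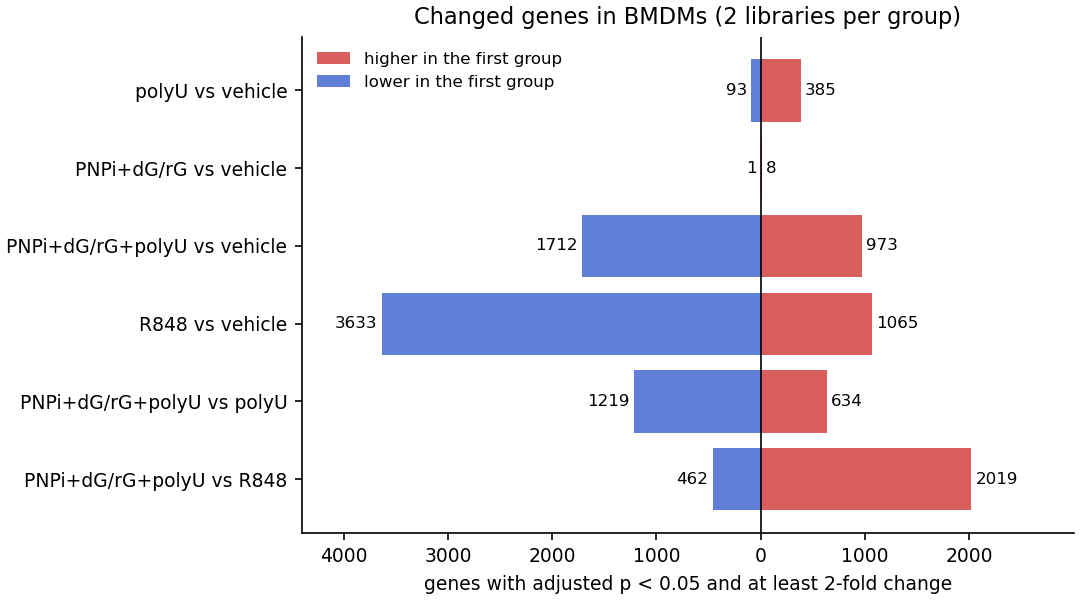
Number of genes (x axis) that differed at least 2-fold at an adjusted p-value under 0.05 in each comparison of BMDMs (y axis), 2 libraries per group, with genes higher in the first group of the comparison drawn to the right and lower genes to the left. The bars run from 1 lower gene (Gm21887) for PNPi+dG/rG against vehicle to 3633 lower genes for R848 against vehicle.

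Of the genes that rose over vehicle, 721 rose with both PNPi+dG/rG+polyU and R848, 252 were called higher with PNPi+dG/rG+polyU alone and 344 with R848 alone. Among the genes that fell, 1480 were shared, 232 were called with PNPi+dG/rG+polyU alone and 2153 with R848 alone. The genes called in one group alone include 21 that rose with one and fell with the other. Of the 385 genes raised by polyU, 348 were also raised by PNPi+dG/rG+polyU.

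The balance of higher and lower genes is tied to how libraries are scaled. The median log2 fold change of all genes tested was -0.22 for PNPi+dG/rG+polyU and -0.50 for R848 against vehicle. With each library centred on the median of its tested genes, R848 raised 1792 genes and lowered 2107. Centring draws these numbers together by construction, so it does not show which balance is right. The count for PNPi+dG/rG alone moved most, to 0 genes with a pseudocount of 1 in place of the offset, where 1187 genes had an unadjusted p-value under 0.05.

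Libraries of each group carry the replicate numbers 1 and 2. Libraries with the same number did not deviate together from their group means. Over the 10 pairs of groups the correlation across 8459 genes with a mean of at least 10 CPM had a median of -0.023, and ranged from -0.286 for vehicle with PNPi+dG/rG to 0.109 for vehicle with polyU. With the replicate number as a block, polyU changed 478 genes, PNPi+dG/rG 10, PNPi+dG/rG+polyU 2679 and R848 4688, while PNPi+dG/rG+polyU and R848 differed in 2478. With the numbers of PNPi+dG/rG crossed in the block, a choice made after seeing the values, these counts were 482, 9, 2691, 4698 and 2482 genes.

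At more than 10-fold and an adjusted p-value under 0.0001 in at least 1 of the 10 pairwise comparisons, 947 genes were altered. In a principal component analysis of their gene-centred log2 values, PC1 held 78.9% of the variance and PC2 14.9%. The R848 libraries lay at 107 and 107 along PC1 and the vehicle libraries at -52.4 and -51.0. PNPi+dG/rG+polyU lay at 23.1 and 24.4 along PC1 and stood apart along PC2, at 45.1 and 47.0, where the next highest libraries were those of polyU at 12.2 and 8.45.

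Genes picked because they differ between groups separate those groups by construction, so separation was tested on all 11978 genes. Among all ways to divide the 10 libraries into 5 pairs, the treatment groups gave the smallest distances within pairs (exact permutation test, 1-sided, p = 0.00106, the smallest p this design allows). With genes of a mean of at least 10 CPM, 2 divisions, counting the treatment groups, were as tight or tighter (exact permutation test, p = 0.00212). Another division was thus at least as tight as the treatment groups. The test is of all groups together and does not show that each lay apart from every other, such as PNPi+dG/rG from vehicle. The mean distance was 81.2 log2 units between libraries of a group and 171 between libraries of different groups. Genes near 0 reads weigh on these distances, which were 17.8 and 93.4 with a pseudocount of 1, and 16.5 and 91.6 over genes with a mean of at least 10 CPM. With the offset, libraries of vehicle and PNPi+dG/rG lay 85.2 apart and the libraries of vehicle 97.3. Libraries of vehicle and R848 lay 263 apart, and those of PNPi+dG/rG+polyU and R848 190 apart.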

Principal component analysis of significantly altered transcripts (>10 fold change, <0.01% FDR) revealed a significant separation among these groups (Figure 7A and Supplemental Data File 1). K-means clustering and ontology analysis of induced transcripts reveled that both TLR7 activation modalities elicited NF-κB–associated responses, but a type I IFN response was induced exclusively by ssRNA and PNPi-stabilized guanosine ligands (Figure 7, B and C). 

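K-means clustering with k = 3 was run on the 297 genes that rose more than 10-fold over vehicle at an adjusted p-value under 0.0001 in any treated group. Clusters were numbered by falling difference between PNPi+dG/rG+polyU and R848. Cluster 1 held 45 genes, with a median log2 fold change against vehicle of 2.91 with polyU, 0.35 with PNPi+dG/rG, 4.13 with PNPi+dG/rG+polyU and 2.30 with R848. Of these 45 genes, 38 were at least 2-fold higher with R848. Cluster 2 held 202 genes, with medians of 1.15, 0.17, 3.79 and 4.30 in the same order. Cluster 3 held 50 genes that rose mainly with R848, with a median of 4.67 against 1.32 with PNPi+dG/rG+polyU. With a pseudocount of 1, cluster 1 shrank to 21 genes.

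A pair of gene lists set in advance stood in for the ontologies of Fig. 7C, whose MSigDB hallmark sets are not used here. One holds 35 genes induced by type I IFN and the other 32 targets of NF-κB, and all of them were among the genes tested. Cluster 1 contained 8 genes of the IFN list, where 0.131 would be expected from the 11978 genes tested (Fisher's exact test, 2-sided, adjusted p = 1.35e-12 over 6 tests). Cluster 2 contained 27 genes of the NF-κB list, where 0.54 would be expected (Fisher's exact test, adjusted p = 2.52e-43). Neither list had a gene in cluster 3. The clustered genes had been chosen for rising over vehicle, so these p-values measure that choice together with the clusters. Within the clustered genes, the IFN list lay only in cluster 1 and the NF-κB list only in cluster 2, which was not tested against that background.

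Over the whole NF-κB list, the median log2 fold change against vehicle was 1.44 with polyU, 3.99 with PNPi+dG/rG+polyU and 4.18 with R848. The adjusted p-values of the list from limma's camera test, over 10 tests, were 1.26e-26, 2.49e-29 and 1.35e-32. Of its 32 genes, 30, 31 and 32 were higher at an adjusted p-value under 0.05, and 1, Nfkbid, was lower with PNPi+dG/rG+polyU. For the IFN list the medians were 1.71 with polyU and 2.42 with PNPi+dG/rG+polyU, and all 35 genes were higher in each (camera, adjusted p = 2.42e-30 and 1.57e-25). With R848 the median of the IFN list was 0.73, with 30 genes higher and 2 lower, Oas3 and Ifi27l2a (camera, adjusted p = 2.34e-14). Adjusted over the list alone, 30 were higher and 3 lower, with Irf7 as the added gene. Each of the 35 genes was higher with PNPi+dG/rG+polyU than with R848, by a median log2 difference of 1.29 (camera, adjusted p = 1.30e-09), while the NF-κB list was lower by a median of -0.35 (camera, adjusted p = 7.56e-08). With each library centred on the median of its tested genes, 31 of the 35 were higher than with R848, the medians of this difference were 0.90 for the IFN list and -0.73 for the NF-κB list, and R848 raised 34 genes of the IFN list and lowered 0. PNPi+dG/rG without polyU gave both lists a median of 0.25, which ranged from 0.12 to 0.38 for the IFN list and from 0.20 to 0.34 for the NF-κB list when a library was left out. The camera test (adjusted p = 1.28e-16 for IFN and 1.08e-19 for NF-κB) does not count this spread, because it takes the genes of a list as nearly independent. In that comparison 1 gene of the IFN list, Parp14, and 12 of the NF-κB list were higher. Adjusted over each list alone, these counts were 13 and 14. Without the filter on low values they were 0 and 6, and with centred libraries 1 and 9. With the replicate number as a block, whose check is given with the gene counts, the medians do not change, and camera gave an adjusted p of 2.38e-14 for the IFN list with R848 and 1.63e-09 for its difference between PNPi+dG/rG+polyU and R848.

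**Figure D2:**
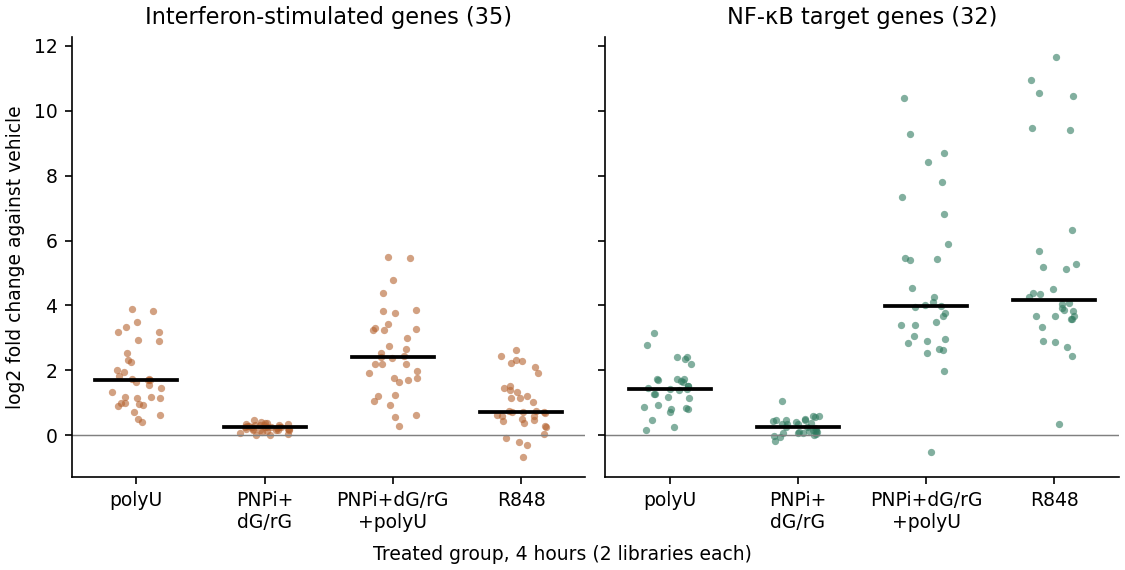
Log2 fold change against vehicle (y axis) of each gene of the IFN list (left, 35 genes) and of the NF-κB list (right, 32 genes) in the 4 treated groups (x axis), 2 libraries each, where points are genes and black lines the medians over each list. Il6 has no point because vehicle is at its detection limit, and the line for the IFN list falls from 2.42 with PNPi+dG/rG+polyU to 0.73 with R848, while that for the NF-κB list stays at 3.99 and 4.18.

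Single genes are located on GRCm38, from GENCODE release M21. Mx1 (ENSMUSG00000000386, chromosome 16, 97447035 to 97462907, minus strand) had 10.4 ± 1.42 CPM with vehicle (SD, n = 2). It had 147 ± 16.5 CPM with polyU, 461 ± 29.8 with PNPi+dG/rG+polyU and 38.9 ± 4.30 with R848. Its log2 fold change against vehicle was 5.48 with PNPi+dG/rG+polyU (standard error 0.107, limma adjusted p = 1.80e-13) and 1.91 with R848 (adjusted p = 3.37e-09). Rsad2 (chromosome 12, 26442746 to 26456452) rose from 66.1 ± 9.31 CPM (SD, n = 2) by 4.39 with PNPi+dG/rG+polyU and by 1.15 with R848 (standard error 0.153, limma adjusted p = 6.95e-07 and 5.01e-04). Isg15 and Ifit1 rose with R848 by 2.23 and 2.30, against 3.84 and 4.77 with PNPi+dG/rG+polyU.

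Cxcl10 (chromosome 5, 92346638 to 92348889) went from 8.96 ± 2.89 CPM with vehicle to 792 ± 19.3 with PNPi+dG/rG+polyU and 92.3 ± 1.16 with R848 (SD, n = 2). Tnf (chromosome 17, 35199381 to 35202007) went from 54.8 ± 2.23 CPM to 3284 ± 184 and 2115 ± 73.2 (SD, n = 2), a log2 difference between PNPi+dG/rG+polyU and R848 of 0.63 (standard error 0.073, limma adjusted p = 9.56e-06). Il1b (chromosome 2, 129364570 to 129371139) went the other way, with 699 ± 53.1 CPM against 6654 ± 137 (SD, n = 2).

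Il6 (chromosome 5, 30013114 to 30019981) had 1 and 0 reads in the libraries of vehicle. It reached 76.4 and 87.4 CPM with PNPi+dG/rG+polyU, at least 486-fold higher than vehicle, and 279 and 265 CPM with R848, at least 1613-fold higher. Because of the library with 0 reads, its standard error was 2.88 on the log2 scale and the limma adjusted p was 0.00537 and 0.0026. Ifnb1 (chromosome 4, 88522025 to 88522774) had 19 and 15 reads with PNPi+dG/rG+polyU, at least 7.12-fold higher than vehicle, with a limma adjusted p of 0.0545. In vehicle it had 1 and 0 reads and with R848 0 and 3, so induction by R848 was not detectable at this depth. With a pseudocount of 1, the adjusted p of Ifnb1 for PNPi+dG/rG+polyU was 1.21e-05, and over its alternatives it lay between 1.21e-05 and 0.101. Of the other 19 genes for type I and III IFNs that were examined, 18 had 0 reads in all 10 libraries.

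From its k-means clusters and the ontologies enriched in them, the paper reasons that NF-κB responses were common to both ways of activating TLR7. From the same clusters and ontologies, it concludes that the type I IFN response belonged to ssRNA and guanosine ligands and not to R848.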

A titration of R848 confirmed that, unlike endogenous coligands, this synthetic TLR7 agonist does not induce type I IFN expression in BMDMs (Figure 7D). These findings indicate that PNP tunes TLR7-driven transcriptional responses to ssRNA and reveal that natural or synthetic TLR7 ligands elicit distinct transcriptional profiles in BMDMs.

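The effect of PNPi+dG/rG was compared with and without polyU. Added to polyU, it changed 1853 genes at least 2-fold at an adjusted p-value under 0.05 from limma, with 634 higher and 1219 lower. The difference between these effects, tested as an interaction on the log2 scale, passed the same thresholds in 1607 genes, of which 545 were positive and 1062 negative. The median interaction over all genes tested was -0.27. With each library centred on the median of its tested genes, 751 genes had a positive and 567 a negative interaction. With the replicate number as a block the counts were 1850 and 1598 genes, and with the numbers of PNPi+dG/rG crossed, an alternative added after the values were seen, 1865 and 1618.

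The NF-κB list rose by a median of 2.45 on the log2 scale when PNPi+dG/rG was added to polyU, and 30 of its genes were higher. Its median interaction was 2.10 (limma's camera test, adjusted p = 2.00e-38). The IFN list rose by a median of 0.71, also with 30 genes higher, and had a median interaction of 0.45, which was positive at an adjusted p-value under 0.05 in 18 genes and negative in 0 (camera, adjusted p = 7.50e-11).

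**Figure D3:**
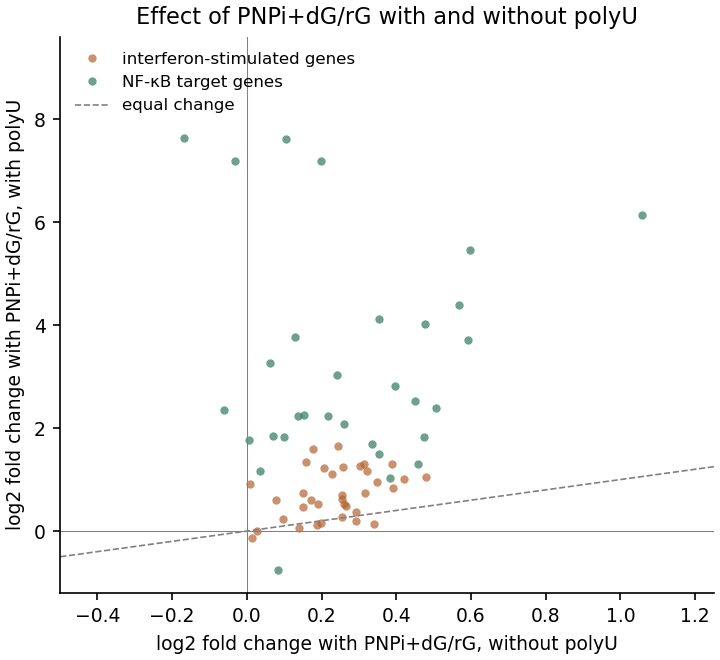
Log2 fold change of each gene of the IFN list (orange) and the NF-κB list (green) when PNPi+dG/rG was added to BMDMs without polyU (x axis) and with polyU (y axis), 2 libraries per group, with a dashed line where the changes are equal. Il6 is left out because it is at its detection limit without polyU, and the other NF-κB genes lie above the line, apart from Nfkbid, which fell by 0.76 with polyU.

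Il12b (ENSMUSG00000004296, chromosome 11, 44400063 to 44414033) had 1.35 ± 0.0806 CPM with vehicle, 1.20 ± 0.0711 with PNPi+dG/rG, 9.27 ± 1.69 with polyU and 1824 ± 32.0 with PNPi+dG/rG+polyU (SD, n = 2). Its interaction was 7.80 (standard error 0.144, limma adjusted p = 1.38e-14). The interaction of Il1b was 7.51 (standard error 0.119, limma adjusted p = 1.55e-15) and that of Tnf 3.11 (standard error 0.103, limma adjusted p = 4.12e-10). Il10 (chromosome 1, 131019845 to 131024974) rose from 9.72 ± 1.13 CPM with polyU to 114 ± 2.40 when PNPi+dG/rG was added (SD, n = 2), an interaction of 3.83 (limma adjusted p = 3.06e-11). Rgs2 (chromosome 1, 143999338 to 144004161) had the interaction -3.31 (standard error 0.091, limma adjusted p = 8.92e-13), with 257 CPM on average in vehicle and 11.9 in PNPi+dG/rG+polyU. Gpr183, Cnr2 and Zfp395 also had large negative interactions. Grem1, U90926 and Epha4 rank with Il12b and Il1b among the largest positive interactions, and Col6a1 ranks among the largest negative ones. The interactions of Grem1, U90926, Epha4 and Col6a1 rest on 0 to 4 reads in each library of vehicle, polyU and PNPi+dG/rG. With PNPi+dG/rG+polyU, U90926 had 83 and 79 reads and Epha4 152 and 175, while Grem1 had 1 and 1 and Col6a1 0 and 0. The adjusted p of Cnr2 was 0.028 and rose to 0.0567 without the filter on low values.

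Between PNPi+dG/rG+polyU and R848, the largest log2 differences with the offset, among genes with at least 10 CPM in a group, were in BC030867, Ankle1, Pbk, Pimreg and Neil3, which were higher with PNPi+dG/rG+polyU, and in Bgn, Col12a1, Col6a1, Ccn2 and Col1a2, which were higher with R848. The offset sets this order in part, since BC030867 and Ankle1 have 0 reads in a library of R848, and Bgn, Col12a1, Col6a1, Ccn2 and Col1a2 have 0 reads in 1 or both libraries of PNPi+dG/rG+polyU. Pbk (chromosome 14, 65805837 to 65817822) had 38.5 ± 4.77 CPM with vehicle, 23.3 ± 2.54 with PNPi+dG/rG+polyU and 0.0878 ± 0.0491 with R848 (SD, n = 2). The log2 difference of 8.17 between the latter groups (standard error 0.354, limma adjusted p = 6.69e-07) rests on 1 and 4 reads with R848. Bgn (chromosome X, 73483602 to 73495933) had 38.8 and 39.8 CPM with R848, 0 reads in both libraries of PNPi+dG/rG+polyU and at most 3 reads in each of the other libraries. BC030867, Ankle1, Pbk, Pimreg and Neil3 fell with R848, from means of at least 16.65 CPM in vehicle to at most 0.0878. The genes higher with R848 had at most 0.401 CPM in each other library, and RNA from other cells is a candidate source of them. For both sets a difference in culture cannot be told apart from treatment, so they may not be responses of BMDMs to the ligands.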

### PNP is a metabolic immune checkpoint that controls germinal center formation and autoimmunity.

Our studies indicated that PNP inhibition triggers TLR7 activation in B cells both in vivo and in cell culture (Figure 5H**)** and Supplemental Figure 5E). B cell–intrinsic TLR7 signaling and IL-6 production promote the development of spontaneous germinal centers (GCs) in secondary lymphoid tissues, which are associated with autoinflammation and autoimmunity (31, 36). To investigate a role for PNP in regulating the GC reaction, we evaluated C57BL/6, BALB/c, and NOD mice treated with PNPi daily for 2 weeks. Splenomegaly and increased spleen cellularity were observed in all treated mice (Supplemental Figure 6A). PNPi stimulated the expansion of the CD19^+^GL7^+^CD95^+^PNA^+^ GC B cells in the spleen and inguinal lymph nodes (Figure 8A and Supplemental Figure 6, B and C). PNPi also significantly increased the abundance of GC-participating TCRβ^+^CD4^+^CD62L^–^CXCR5^+^PD1^+^ T follicular helper cells. Moreover, the expression of the GC-promoting cytokine IL-6 increased in splenic B cells from BALB/c mice following PNPi treatment (Supplemental Figure 6D).

Unlike the T cell developmental defects induced by PNP inhibition (Figure 1B), the effects of PNPi treatment on secondary lymphoid organs and GC formation were independent of dCK activity, as dCKi coadministration did not effect PNPi-induced alterations in spleen weight, GC B cell, or T follicular helper cell expansion (Figure 8B). Moreover, dCK inhibition did not affect *Il6* upregulation by PNPi+dG/rG in B cells in vitro (Figure 8C). Together, these results indicate that (a) PNP inhibition in mice triggers the formation of spontaneous GCs in the absence of foreign antigen and (b) dCK/SAMHD1- and TLR7-dependent effects of PNP inactivation can be functionally uncoupled by dCK inhibition, which restricts PNP inactivation-induced dGTP pool expansion while retaining TLR7-driven cytokine responses.

Constitutive TLR7 signaling is associated with the development of systemic lupus erythematosus–like autoimmune phenotypes in mice and humans (36). Additionally, various autoimmune pathologies are characteristic of PNP deficiency in humans (6). To determine if PNP inactivation in mice engenders similar autoimmunity-associated phenotypes we used MRL-LPR mice, which are prone to the development of systemic autoimmunity and B cell–dependent nephritis (37). We treated MRL-LPR mice with PNPi for 35 days and used ultrasound imaging to monitor increases in spleen size as an indicator of disease progression. PNPi-induced splenomegaly was apparent as early as day 22 and was sustained until the experimental endpoint (Figure 8D and Supplemental Figure 6E). This finding was corroborated by measurements of spleen mass (Figure 8E). PNPi treatment also increased serum cytokine levels and accelerated the onset of other manifestations of autoimmunity in the MRL-LPR model, including lymphadenopathy, proteinuria, and glomerulonephritis (Figure 8, E–H, and Supplemental Figure 6, F and G). Activation of splenic B cells by PNPi was evidenced by increased PNA binding in CD19^+^ cells (Figure 8I).

These findings indicate that PNP functions as a metabolic immune checkpoint that restricts inappropriate TLR7 activation, controls the formation of spontaneous GCs, and participates in the maintenance of B cell tolerance.

## Discussion

Here we provide mechanistic insight into the immunoregulatory functions of PNP and guanine nucleosides. We show that, in developing thymocytes, PNP functions to prevent severe dNTP pool imbalances caused by excessive production of dGTP via dCK-dependent dG salvage. Unlike other immune lineages, thymocytes cannot compensate for PNP inactivation through SAMHD1-mediated phosphohydrolysis of excess dGTP. The synthetic lethal interaction between PNP and SAMHD1 inactivation explains one of the enduring mysteries regarding the mechanisms responsible for T cell immunodeficiency in patients with PNP-inactivating mutations.

We also explain why genetic or pharmacologic PNP inactivation in mice does not recapitulate the severe T cell immunodeficiency observed in humans. dC, which is present at much higher levels in mice than in humans and nonhuman primates, competes with dG for dCK-mediated phosphorylation. This protective mechanism is attenuated in BLT-humanized mice which display an increased rate of dC catabolism and possess low serum dC levels approaching those measured in humans and nonhuman primates. Consequently, PNP inhibition in humanized mice significantly affects T cell development, indicating that these mice provide an appropriate model for alterations in thymocyte nucleotide metabolism caused by PNP deficiency. However, differences in the severity of the immunodeficiency between PNP-deficient patients and mice might also be due to exposure, as immune-deficient mice are typically housed in pathogen-free or controlled environments.

We show that PNP functions as a potentially novel metabolic immune checkpoint that regulates TLR7 signaling by restricting the availability its site 1 (deoxy)guanosine ligands. Overriding this checkpoint promotes TLR7 activation, triggers spontaneous GC responses in the absence of exogenous antigen, and accelerates the onset of autoimmunity-linked phenotypes in MRL-LPR mice. These findings explain another longstanding question regarding the mechanism responsible for the autoimmune and inflammatory manifestations frequently associated with PNP deficiency in patients. Furthermore, they provide a potential explanation for pancytopenia and massive splenomegaly that occur in PNP-KO mice that appears to be responsible for their reduced life span. Beyond altered B cell function, the increased levels of cytokines, such as IL-6 and TNF-α observed in PNPi-treated mice, may corrupt the functions of regulatory T cells and may also contribute to the observed autoimmune manifestations (38).

While our findings shed light on the complex metabolic and signaling alterations associated with PNP deficiency, they also raise new questions concerning the regulation of SAMHD1 expression and the mechanisms that modulate inappropriate TLR7 activation by PNP inhibition. SAMHD1 limits dNTP abundance, restricts endogenous retro-elements, and maintains replication fork integrity during S phase (39, 40). The mechanism of SAMHD1 downregulation in thymocytes and whether one or more of these functions negatively affects T cell development requires further investigation.

Regarding TLR7 activation, recent studies show that uridine-containing ssRNA and uridine/guanine nucleosides are produced from pathogen-derived RNA simultaneously within endolysosomes by RNASET2-mediated breakdown in macrophages (41). While PNP appears to be excluded from endolysosomes, it may function to control endolysosomal guanine nucleoside levels in trans via its cytosolic or extracellular activity. Extracellular guanine nucleosides could enter endolysosomes via vesicle-mediated endocytosis/macropinocytosis or via plasma membrane and endosomal equilibrative nucleoside transporters SLC29A1/2 (ENT1/2) and SLC29A3 (ENT3) (42), respectively. PNP likely functions to intercept guanine nucleosides before they reach the endolysosomal compartment. PNP cytosolic activity could also drive a concentration gradient that promotes the efflux of nucleosides from endolysosomes via ENT3. PNP thereby increases the threshold for TLR7 activation by pathogen or self RNA-derived guanine nucleosides. Functional evidence of a role for guanosine in regulating TLR7 signaling in humans was provided by the identification of a gain-of-function TLR7 mutation that enhances guanosine ligand aﬃnity and promotes autoimmunity (43). This report and our results together indicate that decreasing the threshold for guanosine nucleoside sensing by TLR7, either via sustained inhibition of PNP-mediated guanosine breakdown or a gain-of-function mutation, promotes GC formation and autoimmunity.

Our findings are also important from a translational perspective. While allogeneic hematopoietic stem cell transplantation is currently the only available treatment for PNP deficiency, our data suggest that combined pharmacological blockade of dCK and TLR7 signaling could represent an alternative therapeutic strategy. Our findings also suggest additional targeted clinical applications for current clinical-stage PNP inhibitors. Forodesine is approved in Japan for the treatment of PTCL and exhibits antitumor activity in a subset of patients, but it is unclear whether tumor cell lethality or TLR7 agonism underlies this effect (44). PNP inactivation is synthetically lethal with SAMHD1 deficiency; thus, PNPi may be particularly effective for the treatment of patients stratified by tumor cell SAMHD1 expression. PNP inhibitors additionally provide a novel approach for therapeutic TLR7 activation for use as a vaccine adjuvant (44) or for treatment of immunologically cold malignancies with upregulated PNP expression, such as pancreatic cancer (45). Compared with synthetic small molecule agonists, such as R837 or R848, which are not amenable to repetitive dosing secondary to toxicity, PNP inhibitors are well tolerated and trigger unique transcriptional responses.

Beyond the control of nucleoside levels, PNP enables a parallel salvage route to the de novo pathway for purine synthesis by catalyzing the release of hypoxanthine and guanine nucleobases, which can be recaptured into nucleotide pools by HPRT. Clinical evidence indicates that loss of purine salvage biosynthesis capability may be detrimental to particular cell types with a heightened energy state, including midbrain dopaminergic cells, as inactivation of HPRT causes Lesch-Nyhan syndrome, a severe neurological disorder (46). Whether impaired purine salvage or other effects, such as dysregulation of TLR7 activity in microglia, cause the described neurological manifestations of PNP inactivation remains to be determined (47).

### Limitations of the study.

Our findings underscore the importance of considering metabolic and immune differences between mice and humans in the design of translational research studies. Interspecies differences can be addressed through the development of mouse models that possess human nucleoside levels without the inherent limitations of the BLT mice, which are not readily amenable for genetic studies of T cell development. Our data offer guidance on future directions; one possibility is the development of mice that possess humanized systemic CDA activity. Regarding the role of PNP as a negative regulator of TLR7 signaling, the lack of functional TLR8 expression in mice (48) may confound the autoimmune and inflammatory phenotypes caused by PNP inhibition. Future studies in humanized TLR8-expressing mice (49) will be required to address this limitation.

## Methods

### Cell culture

Cell culture was performed as previously described (50). All cancer cell cultures were maintained between passages 3 and 20 and maintained in antibiotic-free media plus 10% FBS at 37°C in 5% CO_2_. All leukemia and lymphoma models were maintained in RPMI plus 10% FBS. Primary T cell cultures were maintained in RPMI with 10% FBS and 30 U/mL recombinant IL-2. Primary B cell cultures were maintained in RPMI with 10% FBS and 1× sodium pyruvate and 0.1% β-mercaptoethanol. Solid tumor cultures were maintained in DMEM with 10% FBS. All cell culture experiments were performed using media supplemented with 10% dialyzed FBS. Cell cultures were routinely monitored for mycoplasma contamination using the PCR-based Venor Mycoplasma kit. Cell lines were acquired either from a commercial vendor (ATCC and DSMZ) or from collaborators. Cell line identity was independently authenticated by PCR (Laragen). Methods for culture and analysis of primary cells are included in Supplemental Methods.

### Drugs

Drugs for in vitro studies were prepared as previously described (50). Drug stocks were prepared in neat DMSO or H_2_O, stored at –80°C and diluted fresh in cell culture media for experiments. 21-mer polyU ssRNA was complexed with DOTAP before treatment.

### Animal studies

For treatment studies, ulodesine was formulated in 100% sterile distilled water and administered as indicated in a volume of 100 μL/20 g mouse; (*R*)-DI-87 was formulated in 40% captisol and administered at 75 mg/kg p.o. b.i.d. or 100 mg/kg p.o. q.d. in a volume of 100 μL/20 g mouse. For ad libitum administration of PNPi, ulodesine was formulated in drinking water at 0.13 mg/mL, which was intended to deliver a daily dose of 20 mg/kg. Urine protein was measured using the BCA assay (Supplemental Table 1).

For subcutaneous tumor models, 6- to 8-week-old male NOD-Prkdc^em26Cd52^;Il2rg^em26Cd22^;NjuCrl coisogenic immunodeficient (NCG) mice were injected subcutaneously on the flanks with 1 × 10^6^ CEM cells resuspended 1:1 in PBS/Matrigel (50 μL/50 μL). Subcutaneous tumor volumes were calculated by micro-computed tomography (μCT) analysis using a G8 PET/CT scanner. All tumor volume measurements were performed by trained technicians blinded to experimental conditions.

NSG and TKO BLT-humanized mice were derived by the UCLA CFAR Humanized Mouse Core Facility. The generation of these mice has been previously described (51). For these mice, human fetal liver and autologous thymus fragments were coimplanted under the renal capsule of NSG or TKO mice and human HSCs were engrafted to the bone marrow by intravenous injection. Human lymphocyte reconstitution was evaluated by flow cytometry analysis of percentage of human CD45-reactive peripheral blood cells and confirmed to be more than 30% for all mice before enrollment for treatment studies. Humanized mouse treatment studies were initiated 4 months after tissue engraftment.

Ultrasound imaging was performed using the Vevo 2100 Ultrasound from Visual Sonics equipped with an ultrahigh frequency linear probe. Prior to imaging, animals underwent hair removal with clippers and depilatory cream. 3D scans were obtained and exported for analysis using the companion software, Vevo Lab version 5.5.1. Spleen volume measurements were performed using the multislice setting and a step size factor of 1 and were reported in mm^3^.

### ATO model

#### Isolation of human cord blood HSPCs for ATO culture.

Neonatal umbilical cord blood was obtained from discarded cord and placental units from deliveries at UCLA and was enriched for mononuclear cells by Ficoll-Paque gradient centrifugation, followed by positive selection of CD34^+^ cells by magnetic cell sorting using the CD34 MicroBead UltraPure Kit (Supplemental Table 1). CD34^+^ enriched fractions were cryopreserved after MACS. Prior to use, cells were thawed, and residual T cells were depleted by FACS by sorting for CD34^+^CD3^–^ cells. Sorted cells were immediately seeded into MS5-hDLL4 ATOs, as previously described (14).

#### Cord blood HSPC ATO cultures.

Cord blood ATOs were generated as previously described (14). MS5-hDLL4 cells were harvested by trypsinization and resuspended in serum-free ATO culture medium (RB27) composed of RPMI with 4% B27 supplement and 30 mM L-ascorbic acid 2-phosphate sesquimagnesium salt hydrate reconstituted in PBS with 1% penicillin/streptomycin and 1% Glutamax, 5 ng/ml rhFLT3L, and 2.5 ng/ml rhIL-7. 1.5 × 10^5^ MS5-hDLL4 cells were combined with 5 × 10^3^ purified CD34^+^CD3^–^ cells per ATO in 1.5 mL Eppendorf tubes and centrifuged at 300*g* for 5 minutes at 4°C in a swinging bucket centrifuge. Supernatants were carefully removed, and the cell pellet was resuspended in 6 μL RB27 per ATO and mixed by brief vortexing. ATOs were plated on a 0.4 mm Millicell Transwell insert placed in a 6-well plate containing 1 mL RB27 per well with the small molecules as indicated. Medium was changed completely every 3–4 days by aspiration from around the cell insert, followed by replacement with 1 mL with fresh RB27/cytokines/small molecules.

### RNA-Seq

#### Sample preparation.

BMDM cells were seeded overnight and treated as indicated. Following treatment, mRNA was extracted as described for RT-PCR analysis and processed for next-generation sequencing.

#### Library construction and next-generation sequencing.

Libraries for RNA-Seq were prepared with the KAPA Stranded mRNA-Seq Kit (Supplemental Table 1). The workflow consisted of mRNA enrichment and fragmentation, first-strand cDNA synthesis using random priming, followed by second-strand synthesis converting cDNA/RNA hybrid to double-stranded cDNA, and incorporating dUTP into the second cDNA strand. cDNA generation was followed by end repair to generate blunt ends, A-tailing, adaptor ligation, and PCR amplification. Different adaptors were used for multiplexing samples in 1 lane. Sequencing was performed on an Illumina HiSeq 3000 (1 × 50 bp read length). Data quality checking was performed on an Illumina SAV. Data demultiplexing was performed with Illumina Bcl2fastq v2.19.1.403 software.

#### RNA-Seq bioinformatics analysis.

Reads were mapped by STAR 2.27a, and read counts per gene were quantified using the mouse Ensembl Mus_musculus.GRCm38.97 GTF file. In Partek Flow, read counts were normalized by CPM + 1.0 × 10^–4^, and differential expression analysis was performed via ANOVA. For differentially expressed gene lists, *P* value, FDR, and fold change filters were applied. A *P* value cutoff of *P* < 1 × 10^–5^ was applied to identify which genes showed evidence of differential expression in at least 1 comparison group. The FDR and fold change cutoffs were then set at FDR < 1 × 10^–3^ and fold change less than 10 to determine the topmost differentially expressed genes. Principal component analysis and K-means clustering were performed using Phantasus. For pathway analysis, enrichment of cluster-defining genes across MSigDB (https://www.gsea-msigdb.org/gsea/msigdb/) 2020 hallmark ontologies was performed. Raw and analyzed data were deposited in NCBI GEO (GSE203003).

### scRNA-Seq

Methods for scRNA-Seq data acquisition and analysis are included in Supplemental Methods.

### Immunoblot analysis

PBS-washed cell pellets obtained by trypsinization of cells and centrifugation at 450*g* for 5 minutes were resuspended in cold RIPA buffer supplemented with protease and phosphatase inhibitor cocktails. Sample protein content was determined using the BCA assay. Samples were normalized by RIPA and 4× Laemmli loading dye dilution, resolved on 4%–12% Bis-Tris gels, and electrotransferred to nitrocellulose membranes. After blocking with 5% nonfat milk in TBS 0.1% Tween-20 (TBS-T) for 30 minutes at room temperature, membranes were incubated overnight in primary antibodies diluted 1:1000 in 5% BSA in TBS-T at 4°C. Membranes were washed with TBS-T and incubated with HRP-linked secondary antibodies prepared at a 1:2500 dilution in 5% nonfat dry milk/TBS-T for 1 hour at room temperature. HRP was activated by incubating membranes with a mixture of SuperSignal Pico and SuperSignal Femto ECL reagents (33:1 ratio). Exposure of autoradiography film was used for detection. Antibodies are reported in Supplemental Table 1. Catalog information for all reagents is included as Supplemental Table 1. See complete unedited blots in the supplemental material.

### RT-PCR

RT-PCR was performed as previously described (50). Total RNA was isolated from cell cultures using the NucleoSpin RNA kit (Supplemental Table 1) and quantified by Nanodrop. Total RNA was isolated from 30 to 80 mg of snap frozen tissues by homogenization in 500 μL extraction buffer in Omni Hard Tissue homogenization vials using an Omni Bead Ruptor Elite (8 cycles of 15 seconds on, 30 seconds off, speed 8) chilled to 4°C, and isolated using the NucleoSpin RNA kit. Reverse transcription was performed using the High Capacity cDNA Reverse Transcription kit (Supplemental Table 1). Quantitative PCR was performed using EvaGreen qPCR Master Mix on the QuantStudio3 system (Supplemental Table 1). RNA expression values were normalized to housekeeping gene (ACTIN, Actb) expression, calculated using the ^ΔΔ^Ct method, and reported as relative expression to vehicle control-treated samples. Primer sequences are indicated in Supplemental Table 1.

### Cell proliferation analysis

For Cell Titer Glo (Supplemental Table 1) analysis, cells were seeded at 1 × 10^3^ cells per well in 50 μL media with 10% dialyzed FBS in white 384-well plates and treated as described. After 72 hours, 50 μL Cell Titer Glo reagent (diluted 1:5 in PBS) was added to each well and luminescence was measured using a Synergy H1 reader (Supplemental Table 1).

### Generation of isogenic cell line models

#### Stable expression models.

Derivation of stable-expressing isogenic cells was performed as previously described (50). A yellow fluorescent protein (YFP) control or human SAMHD1-encoding gene fragment was ligated into the pENTR-D/TOPO entry vector. The resulting constructs were recombined into pLenti-CMV/TO-GFP/PURO using Gateway LR Clonase II. For virus production, lentiviral vectors and packaging plasmids (psPAX2, pMD2G) at a 2:1:1 ratio were transfected into FT293 cells using polyethylenimine. Transduced cells were selected in puromycin for 1 week. The generation of a CEM model stably expressing CDA was previously described (30).

#### CRISPR/Cas9 gene KO.

All gRNA-encoding oligonucleotides were cloned into the LentiCrisprV2 vector. Lipofectamine 3000 was used to transfect PDAC cells with gRNA-specific LentiCrisprV2 vectors. Following puromycin selection, cells were singly cloned and gene KO was confirmed by genomic DNA PCR/TIDE in/del analysis of Sanger sequencing results. Gene KO was additionally validated using immunoblot analysis.

### Luminex analysis

Blood was collected in 1.5 mL Eppendorf tubes by the retro-orbital technique using heparin-coated capillary tubes and incubated at room temperature for 30 minutes. Samples were centrifuged at 2000*g* for 15 minutes at 4°C, and serum was transferred to a new tube for 32-plex Luminex analysis performed by the UCLA Immune Assessment Core.

### Flow cytometry

Methods for flow cytometry data acquisition and analysis are included in Supplemental Methods.

### Mass spectrometry

Methods for mass spectrometry data acquisition and analysis are included in Supplemental Methods.

### Statistics

Statistical analysis was performed as previously described (50). Data are presented as mean ± SD, with the number of biological replicates indicated. Comparisons of 2 groups were evaluated using either unpaired 2-tailed Student’s *t* test or 2-tailed Mann-Whitney test, and *P* values of less than 0.05 were considered significant. Comparisons of more than 2 groups were evaluated using either 1-way ANOVA, followed by Bonferroni’s multiple comparisons test or Kruskal-Wallis test with Dunn’s multiple comparisons correction, and *P* values less than 0.05/*m*, where *m* is the total number of possible comparisons, were considered significant.

### Study approval

All animal studies were approved by the UCLA Animal Research Committee.

Neonatal umbilical cord blood was obtained under UCLA IRB-approved protocols or exemptions.

## Author contributions

ERA, KR, TML, and CGR designed the study. ERA, KR, VL, and ALC performed research. ERA, KR, AC, ANL, HKM, VR, and NW performed animal studies. KR derived primary cell models. SL performed ATO studies. TML performed mass spectrometry analysis. HRL and WH performed scRNA-Seq analysis. LL generated cell line models. AKL, GAR, SDM, TM, SB, AR, TRD, GMC, and TTW contributed critical reagents and provided experimental support. EWR revised the manuscript. ERA, KR, TML and CGR analyzed data. ERA prepared figures. ERA and CGR wrote the manuscript.

## Supplementary Material

Supplemental data

Supplemental data set 1

## Figures and Tables

**Figure 1:**
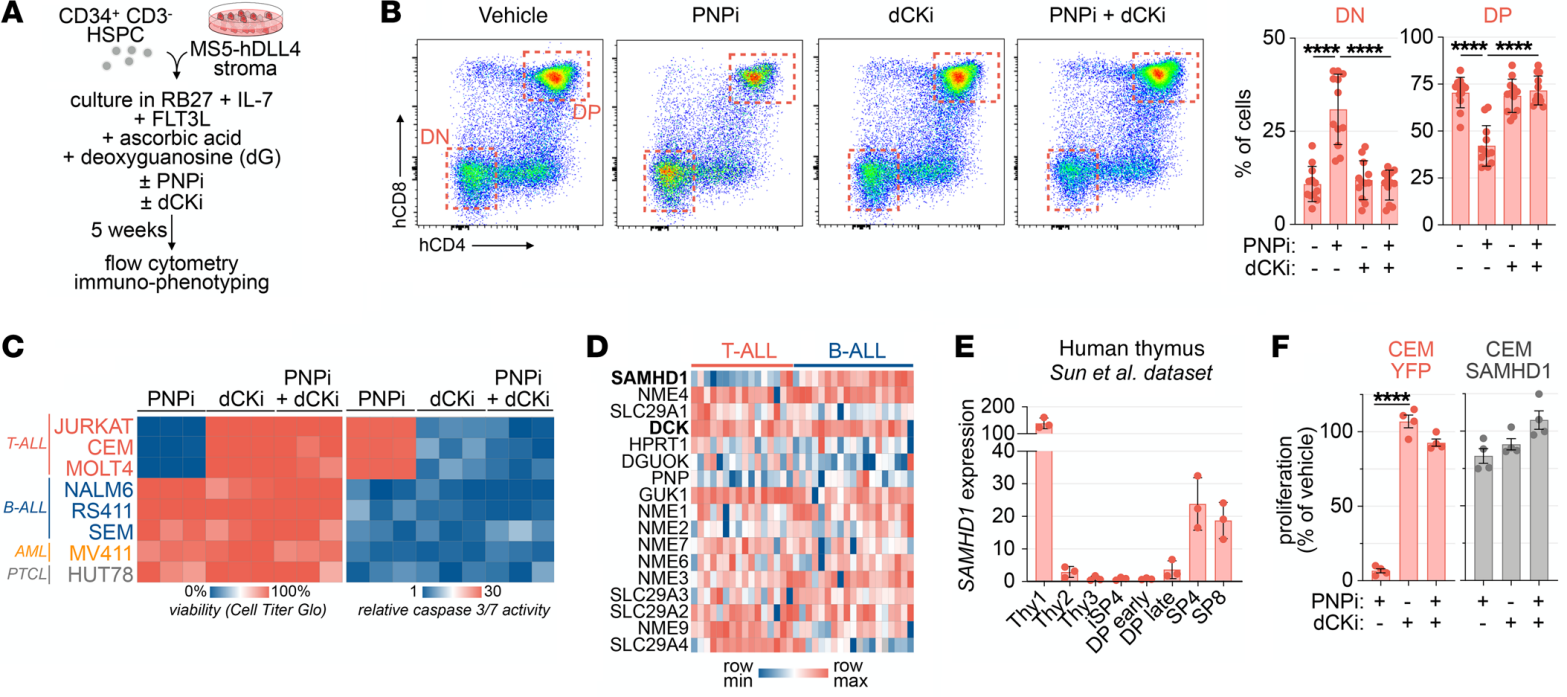
dCK and SAMHD1 mediate PNPi-induced lethality. (**A**) Experimental design for evaluation of PNPi and dCKi in the human artificial thymic organoid (ATO) system. (**B**) Flow cytometry analysis of human ATO T cell development after 5 weeks of continuous treatment with 5 μM deoxyguanosine (dG) with or without 1 μM ulodesine (PNPi) and 1 μM (*R*)-DI-87 (dCKi; mean ± SD; *n =* 12; 1-way ANOVA corrected for multiple comparisons). ATOs were derived from 4 independent donors (*n =* 3/donor). (**C**) Cell Titer Glo and caspase-3/7 glo analysis of cell lines treated with 5 μM dG with or without 1 μM PNPi and 1 μM dCKi for 72 hours (*n =* 3). (**D**) Expression of purine metabolism genes in cancer cell line encyclopedia T- and B-ALL models (Ghandi et al., ref. 19). (**E**) SAMHD1 expression across stages of human thymic T cell development (Sun, et al., ref. 20). (**F**) Cell Titer Glo analysis of CEM-YFP and CEM-SAMHD1 cells treated with 5 μM dG with or without 1 μM PNPi and 1 μM dCKi (mean ± SD; *n =* 4; 1-way ANOVA corrected for multiple comparisons). ****P < 0.0001.

**Figure 2:**
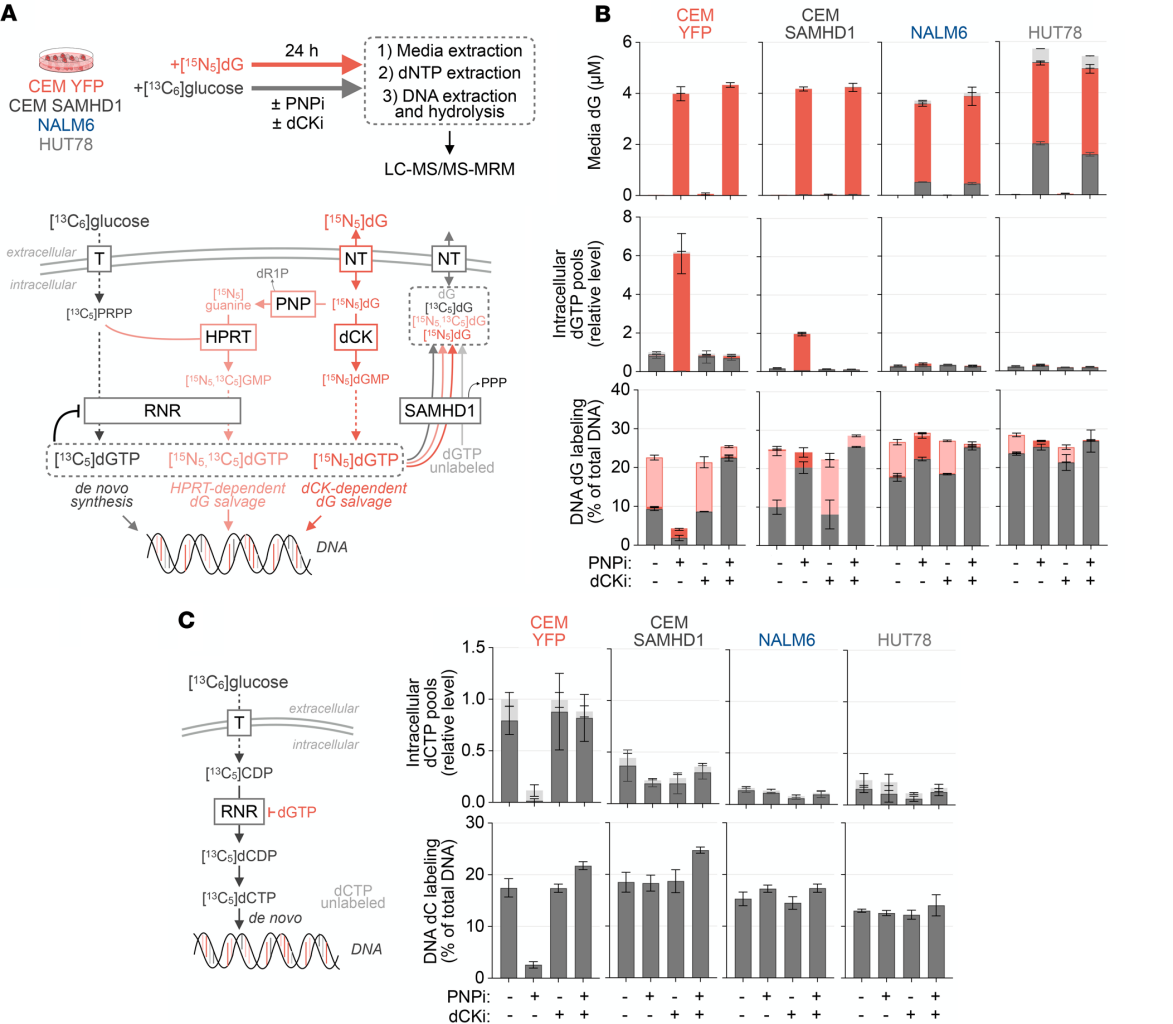
PNPi-induced metabolic alterations are modulated by dCK and SAMHD1. (**A**) Schematic of stable isotope-labeled metabolite-tracing approach to track the utilization of glucose and dG for dGTP pool synthesis and DNA replication. (**B**) LC-MS/MS-MRM analyses of cellular dGTP pools, media dG, and DNA deoxyguanosine composition in cells treated for 24 hours with or without 1 μM PNPi and 1 μM dCKi in the presence of 1 g/L [^13^C_6_]glucose and 5 μM [^15^N_5_]dG. Bar colors indicate metabolite stable isotope composition (mean ± SD; *n =* 4). (**C**) LC-MS/MS-MRM analyses of intracellular dCTP pool and DNA deoxycytidine composition from experiment in **A** (mean ± SD; *n =* 4). T, glucose transporter; NT, nucleoside transporter; dR1P, deoxyribose-1- phosphate.

**Figure 3:**
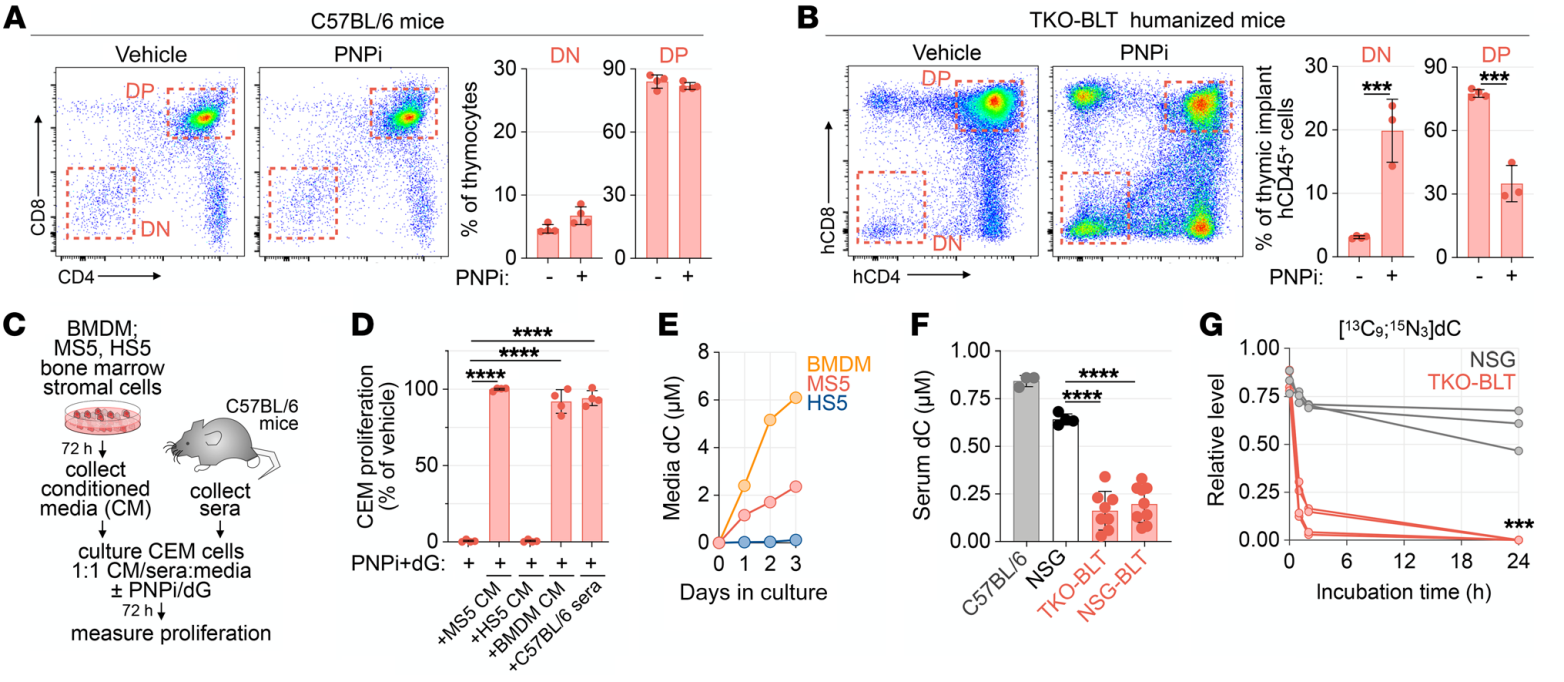
dC is an environmental factor that dictates PNPi lethality. (**A**) Cellular composition of thymi from C57BL/6 mice treated with or without PNPi (100 mg/kg; p.o.; q.d.) for 14 days (mean ± SD; *n =* 4). (**B**) Human thymic implant cellular composition in humanized TKO-BLT mice treated with or without PNPi (100 mg/kg; p.o.; q.d.) for 13 days. Plot indicates the percentage of human CD45^+^ (hCD45^+^) cells (*n =* 4 vehicle; *n =* 3 PNPi; mean ± SD; 2-tailed Mann-Whitney test). (**C**) Schematic of bone marrow–derived macrophage (BMDM) and stroma cell–conditioned media (CM)/serum rescue experiments. (**D**) Cell Titer Glo analysis of CEM cells treated with 1 μM PNPi and 5 μM dG in 1:1 base media to CM/sera (mean ± SD; *n =* 4; 1-way ANOVA corrected for multiple comparisons). (**E**) LC-MS/MS-MRM analysis of dC in CM (mean ± SD; *n =* 3). (**F**) LC-MS/MS-MRM analysis of serum dC levels in C57BL/6, NCG (*n =* 3), and BLT humanized mice (*n =* 8 group; mean ± SD; 2-tailed Mann-Whitney test). (**G**) LC-MS/MS-MRM analysis of ex vivo [^13^C_9_;^15^N_3_]dC catabolism in NSG and TKO BLT sera (*n =* 3 NSG; *n =* 4 TKO-BLT; 2-tailed Mann-Whitney test). ***P < 0.001; ****P < 0.0001.

**Figure 4:**
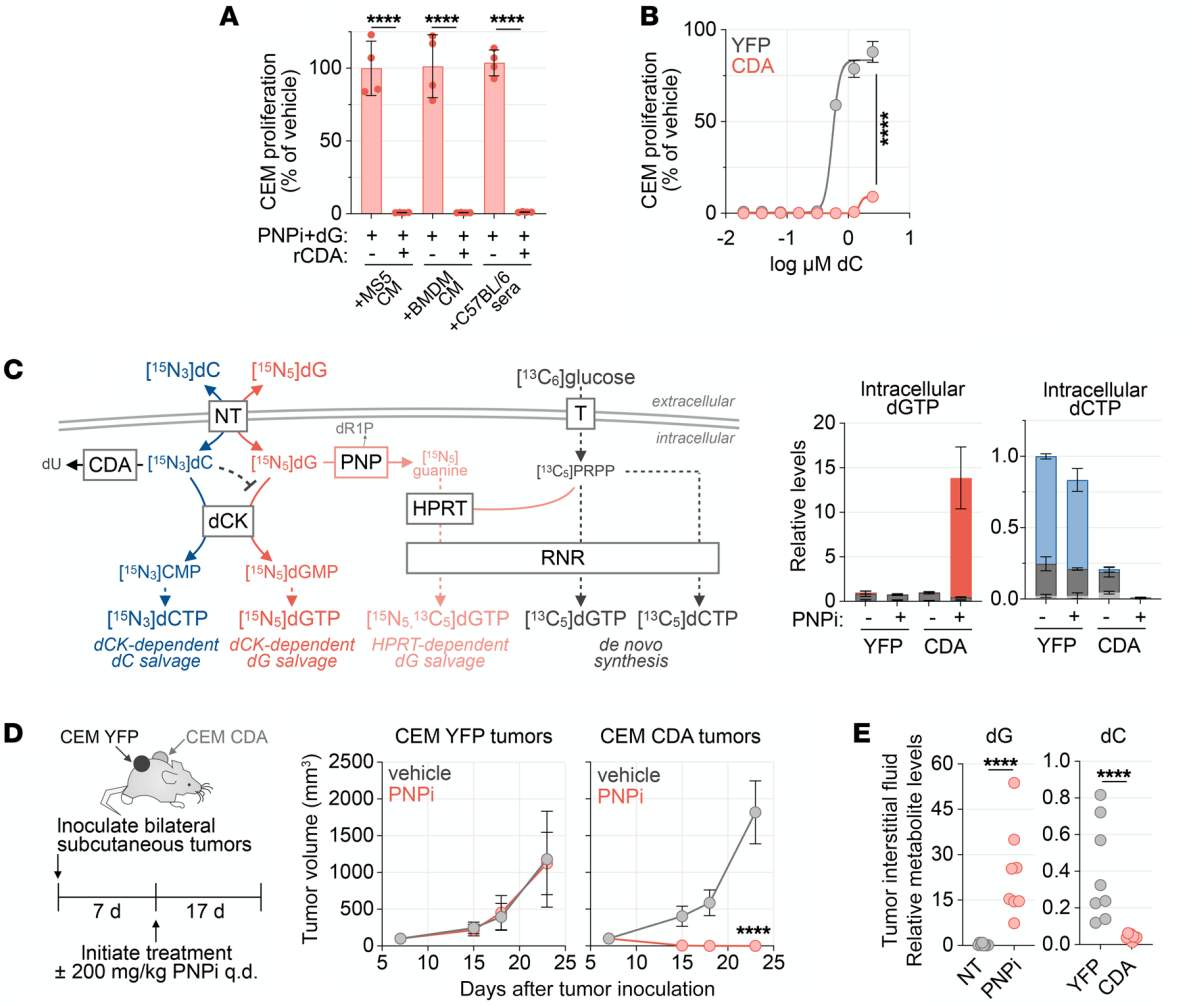
CDA prevents dC-mediated PNPi resistance. (**A**) Cell Titer Glo analysis of CEM cells treated with 1 μM ulodesine (PNPi)/5 μM dG with or without 10 ng/ml recombinant cytidine deaminase (rCDA) in 1:1 base media to conditioned media (CM; *n =* 4). (**B**) Cell Titer Glo analysis of CEM-YFP and CEM-CDA cells treated with 5 μM dG and 1 μM PNPi with or without dC for 72 hours (*n =* 4; mean ± SD). (**C**) Stable isotope-labeled metabolite tracing and LC-MS/MS-MRM analysis of intracellular dNTP in CEM-YFP control or CEM-CDA cells treated for 24 hours with or without 1 μM PNPi in the presence of 1 g/L [^13^C_6_]glucose, 5 μM [^15^N_3_]dC, and 5 μM [^15^N_5_]dG. Bar color indicates metabolite isotopic composition and biosynthetic route by which it was formed (mean ± SD; *n =* 4). (**D**) μCT tumor volume analysis of PNPi response in NCG mice bearing bilateral CEM-YFP and CEM-CDA tumors treated with vehicle or PNPi (200 mg/kg, p.o. q.d.; mean ± SD; *n =* 8; 2-tailed Mann-Whitney test). (**E**) LC-MS/MS-MRM analysis of tumor interstitial fluid composition from the endpoint of experiment in **D** (*n =* 8; unpaired *t* test). CEM-YFP tumors were used for dG comparison, and vehicle-treated tumors were used for dC comparison. ****P < 0.0001.

**Figure 5:**
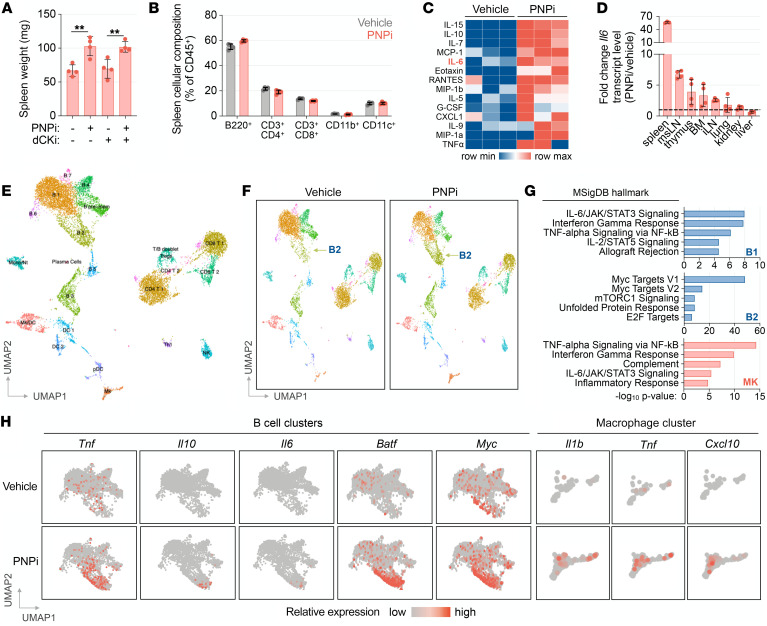
PNPi elevates cytokine levels and modifies the transcriptional phenotype of splenocytes. (**A**) Analysis of C57BL/6 mice treated with or without 100 mg/kg ulodesine (PNPi; p.o.; q.d.) and 75 mg/kg (*R*)-DI-87 (dCKi; p.o.; b.i.d.) for 13 days (*n =* 4; Kruskal-Wallis test with Dunn’s multiple comparisons correction). (**B**) Flow cytometry analysis of spleen cellular composition from experiment in **A**. (**C**) Luminex serum cytokine profile of C57BL/6 mice 6 hours after treatment with or without PNPi (100 mg/kg; p.o.). (**D**) RT-PCR analysis of tissue cytokine transcript levels from C57BL/6 mice 6 hours after treatment with or without PNPi (100 mg/kg; *n =* 4). (**E**) UMAP projection of splenocytes (6701 from the vehicle-treated group and 6412 from the PNPi-treated group). scRNA-Seq analysis was performed on splenocytes isolated from C57BL/6 mice 6 hours after treatment with or without PNPi (100 mg/kg; p.o.; splenocytes from 3 mice/group were pooled before sequencing). (**F**) UMAP projection and clustering of vehicle and PNPi groups. (**G**) Ontology analysis of significantly altered transcripts in select B cell (B1 and B2) and macrophage (MK) clusters. (**H**) Feature plot analysis of PNPi-induced expression alterations in B cell and macrophage clusters. **P < 0.01.

**Figure 6:**
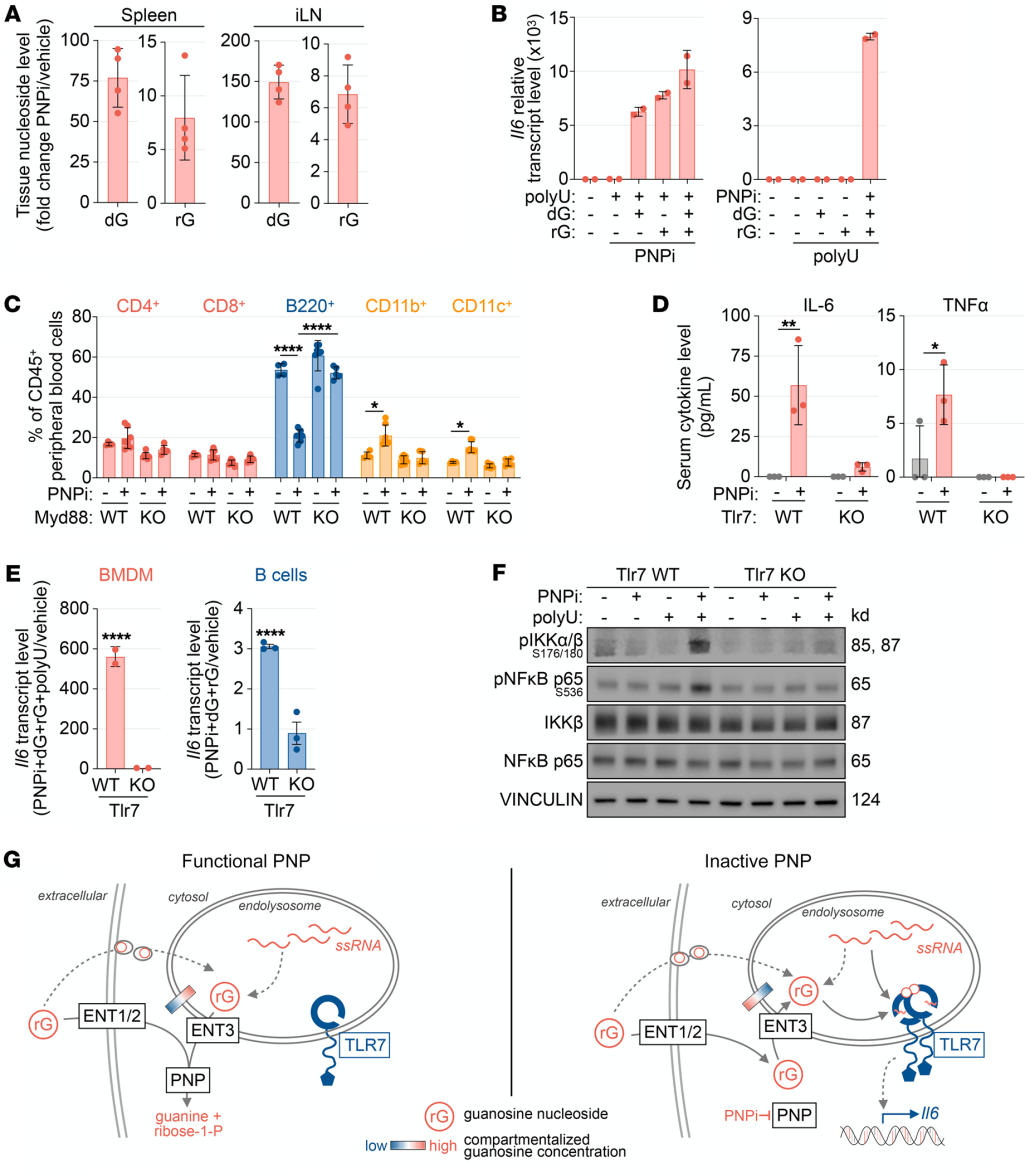
PNP is a negative regulator of TLR7. (**A**) LC-MS/MS-MRM analysis of spleen and inguinal lymph node (iLN) metabolite composition in C57BL/6 mice 24 hours after treatment with or without 100 mg/kg ulodesine (PNPi; mean ± SD; *n =* 4; unpaired *t* test). (**B**) RT-PCR analysis of bone marrow–derived macrophages (BMDMs) treated with or without 1 μM PNPi, 5 μg polyU ssRNA (complexed with DOTAP), 5 μM guanosine (rG), and 5 μM deoxyguanosine (dG) for 4 hours (mean ± SD; *n =* 2). (**C**) Flow cytometry analysis of peripheral blood in C57BL/6 WT and Myd88-KO mice treated with or without PNPi (100 mg/kg; p.o.; q.d.) for 7 days (mean ± SD; *n =* 4–7; 1-way ANOVA corrected for multiple comparisons). (**D**) Serum cytokine profiles of C57BL/6 WT or Tlr7-KO mice 6 hours after treatment with or without PNPi (100 mg/kg p.o.; *n =* 3; 1-way ANOVA corrected for multiple comparisons). (**E**) RT-PCR analysis of BMDMs and CD43^–^ splenic B cells derived from WT or Tlr7-KO mice stimulated with or without 1 μM PNPi and 5 μM dG/rG for 4 hours (*n =* 3; mean ± SD; 1-way ANOVA corrected for multiple comparisons). (**F**) WT or Tlr7-KO BMDMs treated with or without PNPi (+ 5 μM dG + 5 μM rG) and 5 μg polyU complexed with DOTAP for 1 hour. (**G**) Model for the regulation of endolysosomal guanosine nucleoside levels by PNP. *P < 0.05; **P < 0.01; ****P < 0.0001.

**Figure 7:**
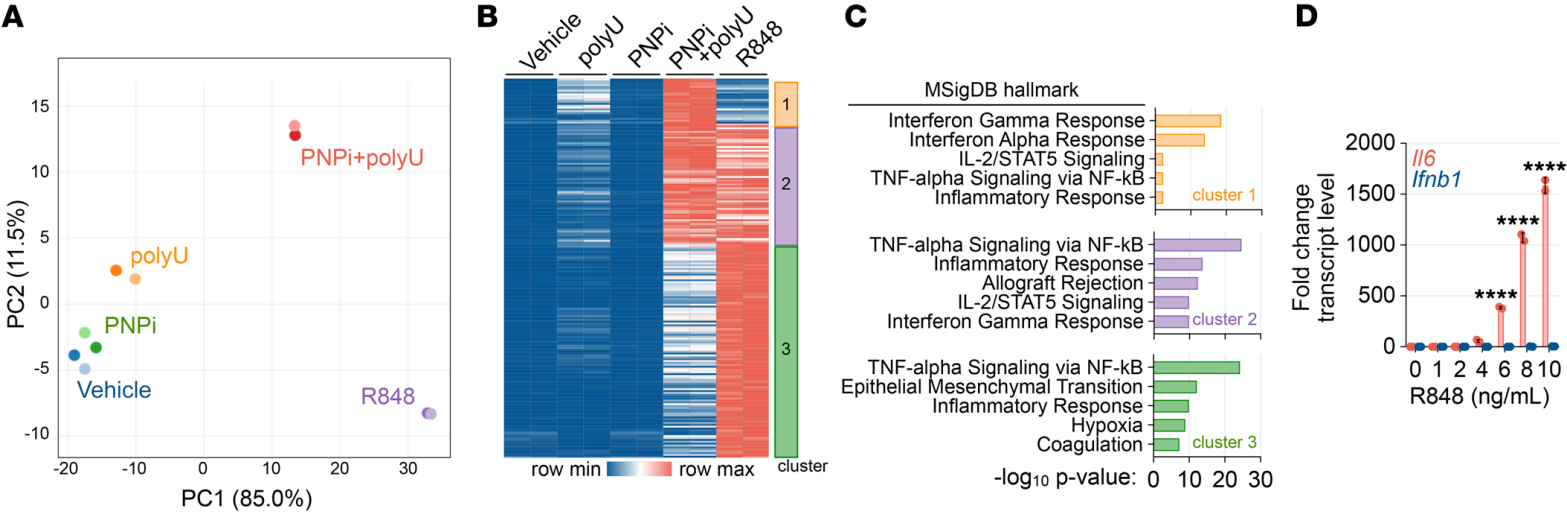
Distinct responses triggered by endogenous or synthetic TLR7 ligands. (**A**) Principal component analysis (PCA) of transcriptome alterations in BMDMs treated with or without PNPi (1 μM ulodesine, 5 μM dG, and 5 μM rG), 5 μg polyU complexed with DOTAP, and 1 ng/mL R848 for 4 hours measured using RNA-Seq (*n =* 2). (**B**) K-means clustering of significantly upregulated transcripts (>10 fold change, <0.01% FDR in 1 pairwise comparison) from experiment in **A**. (**C**) MSigDB hallmark ontology enrichment analysis. (**D**) RT-PCR analysis of BMDMs treated with or without indicated doses of R848 for 4 hours (mean ± SD; *n =* 2; 1-way ANOVA corrected for multiple comparisons). ****P < 0.0001.

**Figure 8:**
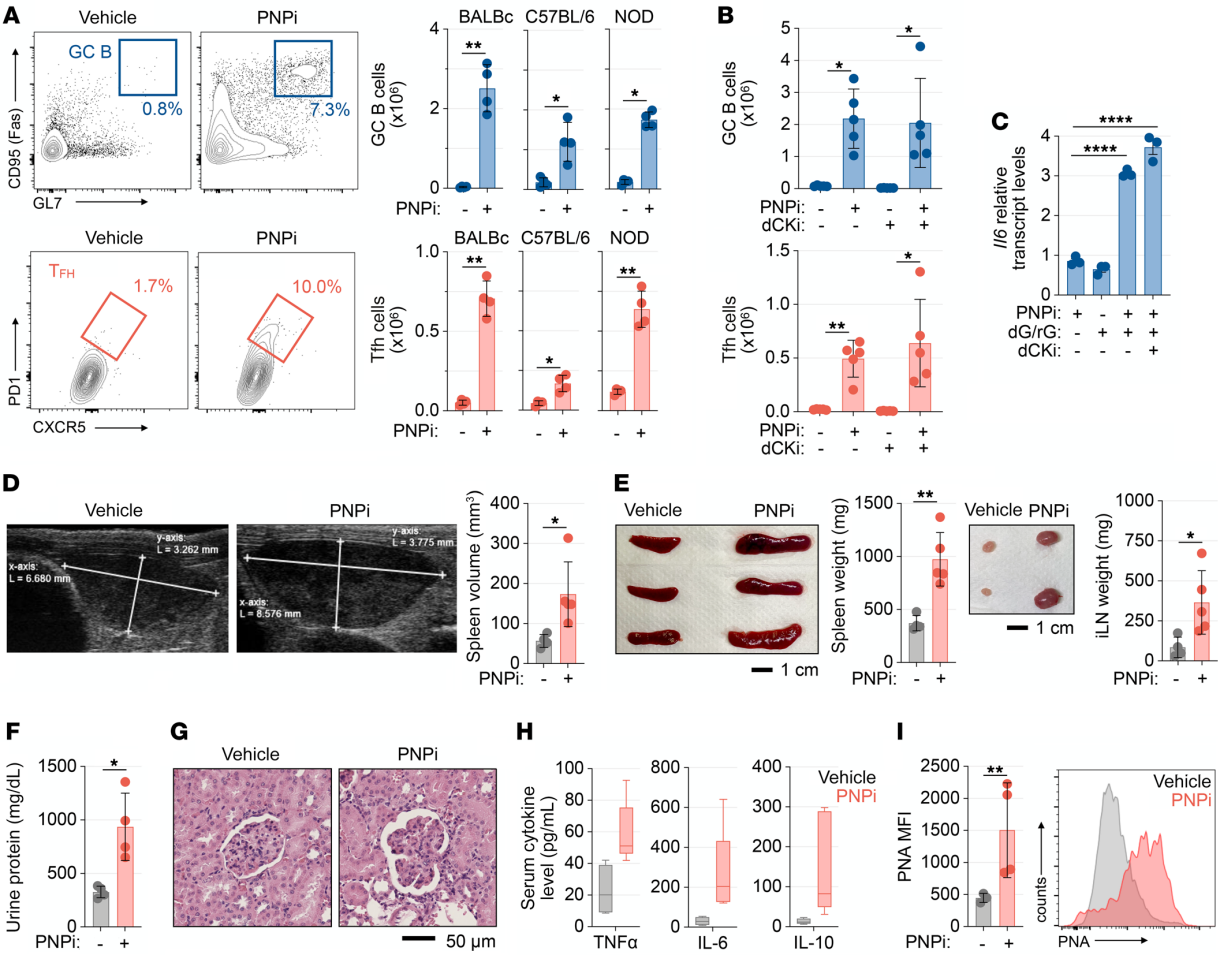
PNP inhibition promotes the germinal center reaction and accelerates autoimmunity. (**A**) Flow cytometry analysis of spleen germinal center (GC) B cell and T follicular helper (Tfh) cell abundance in female BALB/c, C57BL/6, and NOD mice treated with or without 100 mg/kg ulodesine (PNPi; p.o.; q.d.) for 14 days (*n =* 4/group; 2-tailed Mann-Whitney test). (**B**) Spleen GC B cell and Tfh cell abundance in BALB/c mice treated with or without 100 mg/kg PNPi (q.d.) and 100 mg/kg (*R*)-DI-87 (dCKi; q.d.) for 14 days (*n =* 5/group; Kruskal-Wallis test with Dunn’s multiple comparisons correction). (**C**) RT-PCR analysis of C57BL/6 CD43^–^ B cells stimulated with or without 1 μM PNPi, 5 μM dG/rG, and 1 μM dCKi in vitro for 4 hours (mean ± SD; *n =* 3; 1-way ANOVA corrected for multiple comparisons). (**D**) Analysis of female MRL-LPR mice treated with vehicle or PNPi ad libitum (20 mg/kg daily) for 35 days. Representative spleen ultrasound images and calculated volumes from day 35 analysis (mean ± SD; *n =* 4 vehicle; *n =* 5 PNPi; unpaired *t* test). (**E**) Analysis of spleens and inguinal lymph nodes (iLNs) from MRL-LPR mice treated with or without PNPi (mean ± SD; *n =* 4 vehicle; *n =* 5 PNPi; unpaired t test). (**F**) Total urine protein levels from MRL-LPR mice treated with or without PNPi (mean ± SD; unpaired *t* test). (**G**) Representative kidney H&E immunohistochemistry analysis of MRL-LPR mice treated with or without PNPi. Scale bar: 50 μm. (**H**) Luminex serum cytokine analysis of MRL-LPR mice treated with or without PNPi. (**I**) Flow cytometry analysis of splenic CD19^+^ B cells from MRL-LPR mice treated with or without PNPi (mean ± SD; *n =* 3–4; unpaired *t* test). *P < 0.05; **P < 0.01; ****P < 0.0001.

How the deposited data were processed for this re-analysis (not part of the article)

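RNA from mouse BMDMs was sequenced after 4 hours of treatment with vehicle, polyU, PNPi+dG/rG, PNPi+dG/rG+polyU or R848, with 2 libraries per group and 10 in all. The group and replicate number of every library come from the sample labels and match the groups of Fig. 7. All 10 were used.

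The authors deposited 1 table of normalized values in CPM, which are counts of reads on genes scaled to the same total in each library, plus an offset of 0.0001 on every value. According to the paper's methods, the authors sequenced 50 bp single reads on a HiSeq 3000, mapped them with STAR, counted reads per gene with the Ensembl release 97 annotation of GRCm38 and normalized the counts in Partek Flow. The columns sum to the same total apart from the offset, and no filter on low genes was applied, since genes with 0 reads are listed. The counting rule for reads that overlap several genes is not named in the paper's text, so values of overlapping or nearly identical genes are uncertain. CPM has no correction for a few strongly induced genes taking a larger share of a library, which lowers all other values in it. CPM also keeps no gene length, so values compare a gene between libraries and not one gene with another.

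The depth of each library was worked out from the step between its low values, and 100% of low values were whole multiples of that step. It ran from 14128124 to 38392591 reads on genes, and 3 reads, the smallest amount taken as detectable, correspond to between 0.0781 and 0.212 CPM. The PNPi+dG/rG libraries were the deepest and those of PNPi+dG/rG+polyU the shallowest, so low genes were seen more often in the former. The deposited values are normalized, and tests made for read counts were not run, although the reads could be worked out.

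All tests were run on log2 of the deposited values, which carry the offset. Fold changes are differences of mean log2 values. limma 3.58.1 in R 4.3.3 was fitted to all 5 groups together, with eBayes using a trend on mean expression and robust estimates (statmod 1.5.0), because 2 libraries per group give little information on the spread of a gene. The 11978 genes with at least 1 CPM in at least 2 libraries were tested, and p-values were adjusted by Benjamini-Hochberg within each comparison. A gene was called changed at an adjusted p-value under 0.05 and at least 2-fold. The interaction is the effect of PNPi+dG/rG with polyU minus its effect without polyU. The paper's thresholds of more than 10-fold and 0.01% FDR were applied to the 10 pairwise comparisons. Gene lists were tested with limma's camera at an inter-gene correlation of 0.01, which takes genes that move together between replicate libraries as nearly independent and so makes its p-values too small where they do, and with Fisher's exact test in scipy 1.17.1. Principal components were computed in numpy 2.4.6, and k-means in scikit-learn 1.9.0 with 50 starts on values scaled to mean 0 and SD 1 per gene. Separation of the groups was tested by an exact permutation over all divisions of the 10 libraries into 5 pairs.

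The tests were checked on simulated data made from the means of vehicle and the depths of these libraries, in which 200 genes were changed by known folds. Of the 11540 genes that passed the filter, limma called all 200 changed genes in the right direction and 3 unchanged genes, which made 1.48% of the calls. A comparison without any changed gene gave 0 calls. The changed genes had at least 1 CPM in vehicle and changed more than 2-fold, and the spread between libraries was the same for all genes. A gene without reads in vehicle had none in any simulated library. The simulation therefore cannot show how the offset, genes with few reads or a shift of many genes affect the calls.

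The lists of IFN-stimulated, NF-κB, IFN ligand and cell cycle genes, the designs, the alternatives and the rule for naming genes were fixed before the data were examined, with 1 exception. Supplemental Data File 1 had been read by then, and it gives the deposited values of the genes it lists, among them some IFN-stimulated and cell cycle genes. Named genes are those the paper names, 4 IFN-stimulated genes, the IFN ligands, and the 5 genes with the largest change in each direction in 3 comparisons, among genes with an adjusted p-value under 0.05, at least 10 CPM in both libraries of a group and the same direction in every pairing of libraries. Lists of 20 fibroblast, 10 endothelial, 10 epithelial and 15 macrophage genes were added later. Of the macrophage genes, Adgre1, Cd68, Lyz2 and Csf1r had been seen when their list was written. Members of a list are named where a count of 5 or fewer is given. Oas3, Ifi27l2a, Irf7, Parp14, Nfkbid, Gm21887, Cdh5, Pecam1, Kdr, Vwf, Pdgfrb, Mmp2 and Col1a1 were named after their values were seen.

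Gene positions are those of GENCODE release M21, which corresponds to Ensembl release 96 on GRCm38, 1 release before the annotation the authors used. Of the 55573 identifiers, 55394 have a symbol there.

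Alternatives changed 1 choice at a time. They were pseudocounts of 0.1 and 1, no filter on low values, a filter on the mean, centring each library on the median of its tested genes, plain eBayes, a fit of only the groups compared, the replicate number as a block, and leaving out each library in turn. The pairing in the block comes from the replicate numbers in the sample labels, which do not say whether equal numbers share mice or cultures. RT-PCR, single-cell and animal data of the paper are not analysed here.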

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

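The tests of library scaling, dilution and shared response for the S and G2/M phase genes were chosen only after the result was seen. The list of fibroblast genes was written after Col1a1 had been noticed in the R848 libraries and before the values of its members were seen. The cell cycle list was written after the paper's supplementary list of regulated genes had been read, so its fall with R848 was partly known.

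The effect of PNPi+dG/rG differed with and without polyU in 1607 of the 11978 genes tested, by limma's test of the interaction at an adjusted p-value under 0.05 and at least 2-fold. Between 1291 and 1730 genes had such a difference in the alternatives to this fit. Centring each library on the median of its tested genes gave 1318 genes, of which 1112 were among the 1607, and the share of positive differences rose from 33.9% to 57%. Which genes pass thus depends in part on scaling. The shift is too small to turn the sign of a gene called at 2-fold or more, and it raises the share of positive differences by construction. Single genes in the set do rest on the offset. Grem1 and Col6a1 have 0 or 1 reads in most libraries without R848, and their adjusted p-values rose to 0.55 and 0.523 with a pseudocount of 1. The paper gives a biological account of this pattern, in which guanosine and ssRNA act together on TLR7. Depth differs between these groups by more than 2-fold, and its effect on genes with few reads was only examined through the filters and pseudocounts.

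Collagen and other matrix genes appeared in the R848 libraries, a signal the paper does not discuss. Col1a1 had 51.6 and 58.3 CPM with R848 and at most 0.393 CPM in each of the other 8 libraries. Of a list of 20 genes typical of fibroblasts, from which Col1a1 was left out, 15 were at least 10-fold higher with R848 than with vehicle and had at least 1 CPM in both R848 libraries. These 15 had between 1.95 and 40.5 CPM on average with R848, and none passed 4.29 CPM in any of the other 8 libraries. Lum, Pdgfra, Thy1, Fbln1 and Fap did not meet this rule. Of 10 endothelial genes 4 were expressed enough to be tested (Pecam1, Cdh5, Kdr and Vwf), and 0 of the 4 were 10-fold higher with R848, with Pecam1 higher and Kdr and Vwf lower at an adjusted p-value under 0.05. Of 10 epithelial genes none passed the filter. The count of 15 is what RNA from fibroblasts or other stromal cells in the R848 libraries would give, and such RNA is a candidate source of the signal. Part of the signal also came with the other stimulus of TLR7. Pdgfrb had 3.19 and 4.29 CPM and Mmp2 1.27 and 0.915 CPM with PNPi+dG/rG+polyU, both higher than vehicle (limma adjusted p = 6.57e-07 and 6.36e-04). Col27a1, Fbn1, Vcan and Lox, named after their values were seen, lie in the cluster raised by both stimuli. For such genes a response of BMDMs is as open as other cells, and no test here tells these apart. The other 13 of the 15 genes stayed at or under 0.915 CPM in each library without R848. Both R848 libraries carry the signal, so a difference in the culture or its preparation cannot be told apart from treatment.

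Genes of the S and G2/M phases of the cell cycle were far lower with R848, which the paper does not discuss. Over a list of 40 such genes the median log2 fold change against vehicle was -5.59, a 48.1-fold fall, and all 40 were lower at an adjusted p-value under 0.05. For mRNA to fall by this median in 240 minutes, with none made after R848 was added, its half-life would be 43 minutes. Any synthesis would require a shorter one, while the smaller falls below, centred or with a pseudocount of 1, would allow a longer one. Library scaling left a median of -4.99 after each library was centred on its tested genes. With a pseudocount of 1 the median was -4.56, so genes near 0 reads do not account for it. Dilution by RNA from other cells would lower macrophage genes as far, yet a list of 15 macrophage genes had a median of -0.39, and 9 of the 15 were within 2-fold of vehicle. PNPi+dG/rG+polyU, in which NF-κB genes rose about as far as with R848, had a median of -0.72 for the cell cycle list. There, 33 of the 40 genes were lower and 0 higher, from -3.42 to -0.15 (camera, adjusted p = 2.01e-04). These values go against scaling and dilution as the main source. A response of the same size is not shared with PNPi+dG/rG+polyU, while a weaker fall in the same direction is. Candidate explanations that remain are a response to treatment that goes further with R848, and a difference in culture or proliferation between the groups, which no sample label records. Neither was tested, and with both R848 libraries showing the pattern they cannot be told apart.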

How the results depend on the processing

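Among the 22 results that answer a comparison, 144 alternatives were run, and 130 left it alike. For the median of a gene list, which has a test, this means the same sign and the same side of an adjusted p of 0.05, whatever the size of the change. For a count it means within 1.5 times, and for a share of variance, or any value in a fit without 1 library, within an SD over libraries. The other 14 moved 5 results, and the cause was not tested unless a value is given. Crossing the replicate numbers of PNPi+dG/rG in the block was chosen after seeing the data. limma-voom, edgeR and DESeq2 on reads recovered from the values were listed in advance and were not run, so what they would give is unknown.

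With a pseudocount of 1, polyU changed 303 genes against 478, of which 294 were among the 478. PNPi+dG/rG alone changed 0 genes with a pseudocount of 1, where 1187 had an unadjusted p-value under 0.05, against 9 genes with the offset. It changed 1 gene with a pseudocount of 0.1 (0% higher), 16 with no filter on low values, 4 with a filter on mean CPM (75% higher) and 4 in a fit of only the groups compared (50% higher), against 88.9% higher among the 9. The PNPi+dG/rG libraries have more than 2 times the reads of vehicle, and the effect of depth was not tested. The genes past the paper's thresholds numbered 532 with a pseudocount of 1, and between 837 and 1023 in the other alternatives, against 947.

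PC1 held 86.6% of the variance over the genes of Supplemental Data File 1, 66.4% over all genes tested, 82.7% over z-scored genes, 87.1% with a pseudocount of 1 and 87% on CPM without log, against 78.9%. The first cluster of the k-means clustering held 21 genes with a pseudocount of 1 and 18 among the induced genes of Supplemental Data File 1, against 45, and 8 and 7 of the IFN list were in it. With genes scaled from minimum to maximum it held 50 genes, and 11 genes of the NF-κB list then lay in the third cluster.

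Centring each library on the median of its tested genes kept the counts within 1.5 times and changed their split, which it draws toward balance by construction. PNPi+dG/rG+polyU raised 1192 genes and lowered 1245 (48.9% higher, against 36.2%). R848 raised 1792 and lowered 2107 (46% higher, against 22.7%). PNPi+dG/rG+polyU was higher than R848 in 1194 genes and lower in 852 (58.4%, against 81.4%). Added to polyU, PNPi+dG/rG raised 829 and lowered 755 (52.3%, against 34.2%). The interaction was positive in 751 and negative in 567 (57%, against 33.9%). Centring also moved the medians of the lists by more than their SD between libraries where R848 or PNPi+dG/rG+polyU is compared. The IFN list went from 0.73 to 1.32 with R848, from 2.42 to 2.63 with PNPi+dG/rG+polyU and from 1.29 to 0.90 between them. The NF-κB list went from 4.18 to 4.77, from 3.99 to 4.21 and from -0.35 to -0.73. Before centring, the median log2 fold change of all genes tested was -0.50 for R848 and -0.22 for PNPi+dG/rG+polyU. Which scaling is right was not tested.

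With the replicate number as a block, the counts were 478, 10, 2679 and 4688 genes for polyU, PNPi+dG/rG, PNPi+dG/rG+polyU and R848 against vehicle, 2478 between PNPi+dG/rG+polyU and R848, 1850 for PNPi+dG/rG added to polyU and 1598 for the interaction. With the PNPi+dG/rG numbers crossed, they were 482, 9, 2691, 4698, 2482, 1865 and 1618, and without a block 478, 9, 2685, 4698, 2481, 1853 and 1607. A block leaves fold changes as they are.

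Leaving out each library in turn moved 4 results and changed no sign in 50 fits. PC1 ranged from 73.7% to 83.7%. The median of the NF-κB list ranged from 0.20 to 0.34 for PNPi+dG/rG and from 3.95 to 4.07 for PNPi+dG/rG+polyU, and that of the IFN list from 2.31 to 2.48 for PNPi+dG/rG+polyU. These fits leave a group with 1 library, so they give values and no calls. Counts of genes were not recomputed in them, for the same reason.

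Of 608 alternatives for 102 changes of named genes, 579 left the sign and the side of the threshold as they were, 11 were weaker, 13 stronger and 5 had the other sign. All 5 are values near 0 that crossed it with centring, which moves all genes of a comparison alike. With R848, the log2 fold change went from -0.42 to 0.17 for Samhd1, from -0.29 to 0.30 for Ifi27l2a, from -0.33 to 0.27 for Slc29a1 and from -0.21 to 0.39 for Irf7. That of Hprt with PNPi+dG/rG+polyU went from -0.11 to 0.11 and was not called in either (limma adjusted p = 0.0594 and 0.0564). Of the 13 stronger ones, 10 were pseudocounts of 0.1 and 1 for Il6 and Ifnb1, which have a library with 0 reads, 2 the same pseudocounts for Irf7 with R848, and 1 was Dguok with centred libraries. Among 356 fits without a library, the sign changed in 5. Of these, 2 were for Ifnb1 with R848 against vehicle, which ranged from -4.57 to 5.28 and has at most 3 reads in those libraries. The others were for Pnp with PNPi+dG/rG and Dguok with PNPi+dG/rG+polyU, whose changes are near 0.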

Differences from the paper's values

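At more than 10-fold and 0.01% FDR in at least 1 pairwise comparison, 947 genes were past the thresholds here, 7.91% of the 11978 tested, against the paper's 4.43%, which is the number of genes in Supplemental Data File 1 as a share of the same 11978. Of the genes listed there, 530 were among the 947 and the 1 other was under 10-fold in each comparison. Another 417 genes were past the thresholds here and are not in the paper's list. Of the alternatives set in advance, a pseudocount of 1 gave 532 genes, 416 of them in the paper's list. The others did not close the gap. They gave 1023 genes with a pseudocount of 0.1, 997 without the filter, 867 with a filter on mean CPM, 837 with centred libraries, 939 with the replicate block, 838 with plain eBayes and 889 with the FDR and p thresholds of the paper's methods.

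The results text and legend of the paper give the FDR threshold as 0.01%, and its methods give 0.001 with a fold change below 10. The paper's list matches neither in number here. Of the genes on that list, 0 have a library with 0 reads.

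PC1 and PC2 held about 85% and about 12% of the variance in Fig. 7A, by its axis labels, against 78.9% and 14.9% here. For PC1 the gap is larger than the SD of 3.27 over the fits without 1 library. Shares nearer the figure came with the genes of Supplemental Data File 1 (86.6% and 11.9%). They also came with a pseudocount of 1 (87.1% and 11.5%), so the source of the gap is not settled.

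The paper states that a type I IFN response belonged to ssRNA and guanosine ligands and was absent with R848. Here 30 of the 35 genes of the IFN list were higher with R848 than with vehicle and 2 were lower, with a median log2 fold change of 0.73. These calls used an adjusted p-value under 0.05 from limma and no fold threshold. The paper clustered transcripts that rose more than 10-fold in a pairwise comparison. At 10-fold over vehicle, 0 of the 35 genes were higher with R848, against 8 with PNPi+dG/rG+polyU and 4 with polyU. The list thus departs from the paper's statement only in rises smaller than 10-fold. With R848, 20 of the 35 genes were within 2-fold of vehicle. In the cluster that holds IFN-stimulated genes, 38 of the 45 genes were at least 2-fold higher with R848. Only 8 of the 45 are on the IFN list, and Fcrl5, Nudt17, Serpina3g and Tmem132e have no reads in vehicle, so their folds rest on the offset. The medians of the list and of the cluster were higher with PNPi+dG/rG+polyU than with R848.

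In the paper's R848 titration by RT-PCR, read by eye, Il6 stays near baseline at 1 and 2 ng/mL and rises from 4 ng/mL. In the sequenced libraries labelled with 1 ng/mL R848, Il6 was at least 1613-fold higher than vehicle. The titration shows Ifnb1 flat, and Ifnb1 had at most 3 reads in the R848 libraries here.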

Other observations

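The tests of the genes called with PNPi+dG/rG alone, of the gap between the gene lists and of Pnp were chosen only after the result was seen. The tests of Il6, Ifnb1 and the IFN list were set in advance of the deposited table, after the paper's supplementary list, which shows some of these values, had been read.

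Il6 and Ifnb1, which the paper measures by RT-PCR, are not among the genes of Supplemental Data File 1. A candidate explanation is the offset, which gives genes with a library at 0 reads a wide spread. Il6 has 0 reads in a vehicle library and missed the thresholds with the offset. With a pseudocount of 1 it passed them, at a log2 fold change of 8.05 with R848. Ifnb1 also missed them with a pseudocount of 1, at 1.09 with PNPi+dG/rG+polyU, since its 19 and 15 reads are too few for a 10-fold change on that scale. The offset may thus account for Il6 missing the thresholds here, and it is not shown to be how the paper's list was made. No listed gene has a library with 0 reads. Bgn has such libraries and passed the thresholds here despite the offset (PNPi+dG/rG+polyU against R848, limma adjusted p = 1.57e-05). A wide spread from the offset therefore need not be what kept Il6 off the list.

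The rise of IFN-stimulated genes with R848 was tested against library scaling. Centring each library raised the median log2 fold change of the IFN list from 0.73 to 1.32, so the list rose under both scalings. Centring could only raise this median, because the median of all genes tested was -0.50. The check therefore cannot decide which scaling is right. The rise is smaller than with polyU alone, where the median was 1.71. Because the R848 libraries also carry matrix genes, most of which are near 0 reads in the others, it cannot be told apart from a contribution of other cells, which may express IFN-stimulated genes. The 15 fibroblast genes counted above the limit in R848 do not say how large that contribution is. A low-level IFN response of BMDMs to R848 without detectable Ifnb1 is a hypothesis.

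PNPi+dG/rG alone changed 9 genes. Of these, AC113961.1, Fcrl5, Kcng3, Nudt17, Serpina3g and Tmem132e have 0 reads in both vehicle libraries and at most 0.182 CPM in PNPi+dG/rG, and were named after their values were seen. With a pseudocount of 0.1 in place of the offset, 1 gene was called, Gm21887, so libraries with 0 reads may account for most of the 9. Cxcl1 and Egr1 rose by 1.06 and 1.00 on the log2 scale (limma adjusted p = 0.0122 and 0.00529), and both have reads in every library. Tlr7 fell by 0.38 with PNPi+dG/rG (limma adjusted p = 0.0257).

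PolyU alone brought the IFN list most of its rise, with a median of 1.71 against 2.42 once PNPi+dG/rG was added, while the NF-κB list went from 1.44 to 3.99. When PNPi+dG/rG was added to polyU, the median rise of the NF-κB list exceeded that of the IFN list by 1.74. If this gap came from NF-κB genes near 0 reads it would shrink with a pseudocount of 1, and it was 1.73. This test is weak, because few genes of the list have under 1 CPM in vehicle or polyU (Il1a, Il6 and Cxcl1, named after their values were seen) and a median hardly moves with them. A hypothesis is that guanosine stabilized by PNPi shifts the response to ssRNA toward NF-κB targets more than toward IFN-stimulated genes. Part of the NF-κB list encodes secreted cytokines with little expression in vehicle, and whether the gap holds among genes of equal basal expression was not tested.

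Pnp itself rose with TLR7 ligands, by 0.79 with polyU, 1.53 with PNPi+dG/rG+polyU and 1.47 with R848 on the log2 scale (limma adjusted p = 1.44e-07, 6.12e-12 and 5.19e-12), and not with PNPi+dG/rG (-0.07, adjusted p = 0.859). Pnp (chromosome 14, 50931082 to 50965237 on GRCm38) overlaps Pnp2 (50955992 to 50964749) on the same strand, and reads could be split between them. The sum of both rose by 1.58 with PNPi+dG/rG+polyU, of which Pnp2 held 4.28%, so sharing of reads does not produce the rise. With centred libraries Pnp rose by 1.74 with PNPi+dG/rG+polyU. Centring could only raise this value, because the median of all genes tested was -0.22, so it cannot decide which scaling is right. Reads in the overlap that the counting may have left out are not known. An induction of Pnp by TLR7 activation is a hypothesis on this basis, and the paper does not report it.

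Other genes the paper names in nucleoside metabolism and transport also moved. Of the nucleoside transporters, Slc29a2 fell most, by 1.98 with PNPi+dG/rG+polyU and by 2.24 with R848 (limma adjusted p = 3.58e-07 and 4.75e-08), and Slc29a3, the lysosomal one, fell by 1.33 and 2.08. With centred libraries, Slc29a2 fell by 1.77 and 1.65 and Slc29a3 by 1.12 and 1.48. Slc29a1 fell by 0.28 and 0.33, and neither fall held with centring, which gave -0.07 (limma adjusted p = 0.302) and 0.27. Samhd1 rose by 0.97 with PNPi+dG/rG+polyU (standard error 0.051, limma adjusted p = 8.02e-11), and its change with R848 depended on scaling. Dck, Dguok and Hprt fell by 1.20, 0.93 and 0.78 with R848, and by 0.61, 0.34 and 0.18 with centred libraries. With PNPi+dG/rG+polyU, Dck rose by 0.23 (limma adjusted p = 0.0154), and Dguok and Hprt were not called. Tlr8 had 89.5 and 76.8 CPM with vehicle, 172 and 171 with PNPi+dG/rG+polyU and 193 and 202 with R848 (limma adjusted p = 6.11e-10 and 3.61e-11).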
